# Differential Gene Expression in Thrombomodulin (TM; CD141)^+^ and TM^−^ Dendritic Cell Subsets

**DOI:** 10.1371/journal.pone.0072392

**Published:** 2013-08-23

**Authors:** Masaaki Toda, Zhifei Shao, Ken D. Yamaguchi, Takehiro Takagi, Corina N. D’Alessandro-Gabazza, Osamu Taguchi, Hugh Salamon, Lawrence L. K. Leung, Esteban C. Gabazza, John Morser

## Abstract

Previously we have shown in a mouse model of bronchial asthma that thrombomodulin can convert immunogenic conventional dendritic cells into tolerogenic dendritic cells while inducing its own expression on their cell surface. Thrombomodulin^+^ dendritic cells are tolerogenic while thrombomodulin^−^ dendritic cells are pro-inflammatory and immunogenic. Here we hypothesized that thrombomodulin treatment of dendritic cells would modulate inflammatory gene expression. Murine bone marrow-derived dendritic cells were treated with soluble thrombomodulin and expression of surface markers was determined. Treatment with thrombomodulin reduces the expression of maturation markers and increases the expression of TM on the DC surface. Thrombomodulin treated and control dendritic cells were sorted into thrombomodulin^+^ and thrombomodulin^−^ dendritic cells before their mRNA was analyzed by microarray. mRNAs encoding pro-inflammatory genes and dendritic cells maturation markers were reduced while expression of cell cycle genes were increased in thrombomodulin-treated and thrombomodulin^+^ dendritic cells compared to control dendritic cells and thrombomodulin^−^ dendritic cells. Thrombomodulin-treated and thrombomodulin^+^ dendritic cells had higher expression of 15-lipoxygenase suggesting increased synthesis of lipoxins. Thrombomodulin^+^ dendritic cells produced more lipoxins than thrombomodulin^−^ dendritic cells, as measured by ELISA, confirming that this pathway was upregulated. There was more phosphorylation of several cell cycle kinases in thrombomodulin^+^ dendritic cells while phosphorylation of kinases involved with pro-inflammatory cytokine signaling was reduced. Cultures of thrombomodulin^+^ dendritic cells contained more cells actively dividing than those of thrombomodulin^−^ dendritic cells. Production of IL-10 is increased in thrombomodulin^+^ dendritic cells. Antagonism of IL-10 with a neutralizing antibody inhibited the effects of thrombomodulin treatment of dendritic cells suggesting a mechanistic role for IL-10. The surface of thrombomodulin^+^ dendritic cells supported activation of protein C and procarboxypeptidase B2 in a thrombomodulin-dependent manner. Thus thrombomodulin treatment increases the number of thrombomodulin^+^ dendritic cells, which have significantly altered gene expression compared to thrombomodulin^−^ dendritic cells in key immune function pathways.

## Introduction

Thrombomodulin (TM, also known as fetomodulin, CD141 and BDCA3) was originally discovered as an endothelial cell surface protein that binds thrombin leading to a remarkable alteration of thrombin’s substrate specificity from pro-coagulant and pro-inflammatory to anti-coagulant and anti-inflammatory [1]. TM is composed of a C-terminal cytoplasmic domain, a trans-membrane domain and three extracellular domains consisting of a C-type lectin domain at the N-terminus, 6 copies of epidermal-growth factor-like (EGF) motifs and an O-linked domain [2], [3]. When thrombin binds to the EGF repeats of TM, cleavage of its pro-coagulant and pro-inflammatory substrates such as fibrinogen and protease activated receptor 1 are inhibited and activation of protein C (PC) to activated protein C (aPC) and procarboxypeptidase B2 (proCPB2, also known as thrombin activatable fibrinolysis inhibitor, TAFI, or procarboxypeptidase U) to CPB2 is increased [4], [5]. CPB2 is both an anti-fibrinolytic and anti-inflammatory metalloprotease while aPC is a serine protease possessing both anti-coagulant and anti-inflammatory activities [6], [7].

The lectin domain has been shown to be involved in inflammation by studies in mice that express TM without the lectin domain [8], [9], [10]. Recently we showed that treatment of mouse bone marrow-derived dendritic cells (DCs) with either soluble or cell-bound TM induced TM expression on their cell surface and that this effect was mediated by the lectin domain [11]. Levels of maturation markers such as MHC II as well as co-presentation molecules such as CD80, CD83 and CD86 were reduced. The TM^+^ DCs were tolerogenic when compared in adoptive transfer experiments in a mouse model of airway hypersensitivity to TM^−^ DCs, but the mechanistic basis for this alteration in immunogenic properties of TM^+^ DCs is unknown.

We hypothesized that that TM induces tolerogenic DCs by reducing expression of pro-inflammatory molecules in TM^+^ DCs compared to TM^−^ DCs. To test this hypothesis, we investigated the differential expression of genes and miRNA between TM^+^ and TM^−^ dendritic cell sub-populations, followed up with analysis of changes in protein phosphorylation and finally validated the changes by investigating predicted activities.

## Materials and Methods

### Materials

Soluble recombinant human TM (ART123; sTM) consisting of the extracellular domains only was supplied by Asahi Kasei Corporation (Tokyo, Japan). The sTM was clinical grade material approved for use in Japan and does not contain LPS. RPMI 1640 medium was from Sigma (St Louis, MO). Fetal bovine serum (FBS) was from BioWhittaker (Walkersville, MD).

### Mice

Mice used in these experiments were 10 - 12 weeks old Balb/c mice that weighed 17–18 g from Nihon SLC (Hamamatsu, Japan) and housed in the animal facility of Mie University. Mice were maintained on a constant 12-hour light/12-hour dark cycle in a temperature- and humidity-controlled room and were given *ad libitum* access to food and water.

### Ethics Statement

The Mie University Committee on animal investigation approved the experimental protocols, and the experiments were performed according to the guidelines for animal experiments of the National Institute of Health.

### Preparation of DCs

Mouse bone marrow cells from 10 - 12 week old Balb/c mice were grown in RPMI 1640 with 10% FBS and 100 ng/ml granulocyte-macrophage colony-stimulating factor for 6 days as previously described [11], [12]. Some cultures were treated with 200 nM sTM from day 4 to day 6. On day 6, the cultures were separated using rat anti-TM mAb (R&D, Minneapolis, MN) and anti-rat-IgG magnetic microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany) into TM^+^ and TM^−^ DCs. The purity of both the TM^+^ and TM^−^ DC preparations was >93%. Thus this procedure resulted in 4 types of cells: TM-treated TM^+^ DCs, TM-treated TM^−^ DCs, untreated TM^+^ DCs and untreated TM^−^ DCs. In some experiments cell culture supernatants were analyzed by ELISA to determine the levels of lipoxins (Cayman Chemical, Ann Arbor, MI) following the manufacturer’s instructions. Each experiment was carried out on at least two independent occasions and the tests on each culture were performed at least in duplicate.

### Flow Cytometry Analysis

Mouse cells were incubated with anti-CD16/32 for 30 minutes before staining with antibodies against B220, CD4, CD8α, CD11b, CD11c, CD80, CD86, CD205, MHC II and TM or their isotype controls. FACScan (BD Biosciences, San Jose, CA) was used for data acquisition and CellQuest (BD Biosciences) for data analysis.

### Gene Expression Analysis

RNA was prepared from three independent experiments in which DCs were sorted into subpopulations of TM^+^ DCs and TM^−^ DCs whether the cultures had been treated with sTM or not. RNA was extracted from the cells using RNeasy (Qiagen, Valencia, CA) and the amount of RNA was evaluated by NanoDrop ND8000 (Thermo Scientific, Wilmington, DE) while quality was determined by analysis on the Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). The RNA was converted to cDNA and mRNA levels were assayed on Affymetrix GeneChip Mouse Gene 1.0 ST microarrays following the manufacturer’s instructions (Affymetrix, Santa Clara, CA). Levels of specific miRNAs were estimated by hybridization to Affymetrix GeneChip miRNA 2.0 microarrays.

The mRNA data were normalized and summarized for each transcript using the multi-array average (RMA) procedure as implemented in APT software version 1.12.0 and NetAffx Release 31 annotations (Affymetrix, Santa Clara, CA). Further analysis was done using a linear mixed effects model (Methods S1). The microarray data has been deposited in NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) with accession number GSE45652.

The raw data from miRNA experiments was imported into Partek Genomics Suite using the robust RMA routine for normalization and summarization (Partek, St. Louis, MO). miRNAs that changed significantly were identified by ANOVA as implemented within Partek Genomics Suite.

### Validation of changes in RNA Levels

Levels of selected mRNAs were analyzed by qPCR using predesigned and validated primer sets (Qiagen). The values were normalized to the expression of *GAPDH*. The data was expressed as mean ± S.D. of relative gene expression to *GAPDH* using the ΔΔCt method.

### Pathway Analysis

Statistical analysis was performed in R [13]. The Benjamini-Hochberg method was used to calculate the false discovery rate (FDR) [14]. Gene set analysis was accomplished using CERNO (Coincident Extreme Ranks in Numerical Observations) [15], which tested each set’s genes for extreme ranks of differential expression among all measured genes.

For the sorted effect of TM^+^ DCs versus TM^−^ DCs, gene sets from Reactome (http://reactome.org/, 2012-02-16 download of human, NCBI Homologene Build 65 and Entrez Gene history from 2012-03-05 for orthology to mouse) with a FDR-corrected CERNO p-value below 10^−4^ and genes in those sets with a transcript PWF quantile below 0.01 or 0.001 were selected (Methods S1). These lists were then used to construct a matrix with gene sets plotted against genes. The order of the rows and columns in the plot were determined by unsupervised clustering according to Canberra distance as implemented in R.

### Phosphoprotein Analysis

Cell lysates of DCs treated with sTM and sorted into TM^+^ and TM^−^ DCs as described above were prepared by washing the cells with ice-cold phosphate-buffered saline before resuspension in lysis buffer (20 mM 3-(N-morpholino)propanesulfonic acid, 2 mM ethylene glycol tetraacetic acid, 5 mM ethylenediamine tetraacetic acid, 30 mM sodium fluoride, 40 mM β-glycerophosphate, 10 mM sodium pyrophosphate, 2 mM sodium orthovanadate, 1 mM phenylmethanesulfonyl fluoride, 3 mM benzamidine, 5 µM pepstatin, 10 µM leupeptin, and 0.5% Triton X-100; final pH 7.0). After sonication for 15 min, the samples were centrifuged at 100,000 rpm for 30 min at 4°C to separate cell debris and the total protein concentration was measured by a dye-binding assay (BCA protein assay kit, Pierce, Rockford, IL) following the manufacturer’s instructions. Phosphoprotein screening was performed in the Kinetworks™ phospho-site broad coverage pathway screen (Catalog Number - KPSS 1.3) by Kinexus (Vancouver, BC, Canada) using a panel of 40 antibodies (Table S2). The resulting blots were quantitated by scanning and proteins that showed a significant change (>20%) were identified.

### Cell Cycle Analysis

Cells were fixed in cold ethanol and washed twice in PBS. After treatment with 20 µg/ml RNase A at 37°C for 30 min, cells were stained with 20 µg/ml propidium iodide and analyzed by FACScan flow cytometer. The percentage of cells in various phases of the cell cycle was calculated.

### Determination of Effect of Neutralizing IL-10

BMDCs were isolated and cultured as described above. On day 4 cultures were treated with either 10 µg/ml irrelevant control rat IgG1κ (BD Bioscience) or 10 µg/ml rat anti-mouse IL-10 antibody clone JES5-2A5 (eBioscience). Some cultures were also treated with 200 nM sTM on day 4. On day 6 the DCs were stained with anti-CD11c and anti-TM antibodies before analysis by flow cytometry. After gating on CD11c^+^ DCs, expression of TM expression was measured.

### Measurement of TM Cofactor Activity on BMDCs

BMDCs were isolated and cultured as described above. The cells were washed three times in reaction buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 2 mM CaCl_2_, 0.1% bovine serum albumin) and then 10^6^ cells were incubated for 1 h at room temperature in the presence of 100 nM PC or 500 nM proCPB2 with 10 nM thrombin (Mitsubishi Tanabe Pharma Corporation, Osaka, Japan) in a final volume of 80 µL reaction buffer at 37°C under an atmosphere of 95% air and 5% CO_2_. Thrombin was then inhibited by incubating with hirudin (250 antithrombin units) for 10 min. The plates were centrifuged and the generation of aPC and CPB2 determined in the supernatants. PC activation was assessed by measurement of the cleavage of the APC substrate, S2366 (Chromogenix AB, Mölndal, Sweden), using an ELISA microplate reader at 405 nm. CPB2 generation was assessed using the TAFI Activity kit (American Diagnostica, Stamford, CT). The OD values were converted to molar values by comparison to standard curves of aPC and CPB2 generated from aPC that had been purified as PC and activated as described [16] while proCPB2 was purchased from Meridian Life Science, Memphis, TN and activated as described [17].

### Statistics

The statistical analysis of the microarray data and pathways is described above. All other data are expressed as the mean ± standard deviation (s.d.) unless otherwise specified. Statistical analyses were carried out using GraphPad Prism 5.1 (La Jolla, CA) for the Macintosh. When more than two groups were compared, ANOVA was used followed by post hoc analysis with Bonferroni’s multiple comparison test. P<0.05 was considered as statistically significant.

## Results

### Characterization of TM^+^ DCs

In order to extend the characterization of TM^+^ DCs derived in vitro from bone marrow cells treated with sTM shown in Table 1 of reference [11], we carried out a flow cytometry analysis of these cells gated on CD11c^+^ and TM^+^. These cells have low expression of B220 (plasmacytoid DC marker), CD4, CD8α, CD80 (DC maturation marker) or CD205 (regulatory DC marker) (Figure 1). In contrast they express high levels of CD11b (conventional DC marker) and MHC II (DC maturation marker) and medium levels of CD86 (DC maturation marker). A similar marker profile is found on DCs isolated from spleen (data not shown), reflecting the presence of this sub-population of DCs *in vivo*. Previously we had shown that in comparison with TM^−^ DCs, expression of DC maturation markers such as CD80, CD86 and MHC II is reduced in TM^+^ DCs which is confirmed here [11]. This data show that the TM^+^ DCs are a distinct sub-population of mouse conventional DCs.

**Figure 1:**
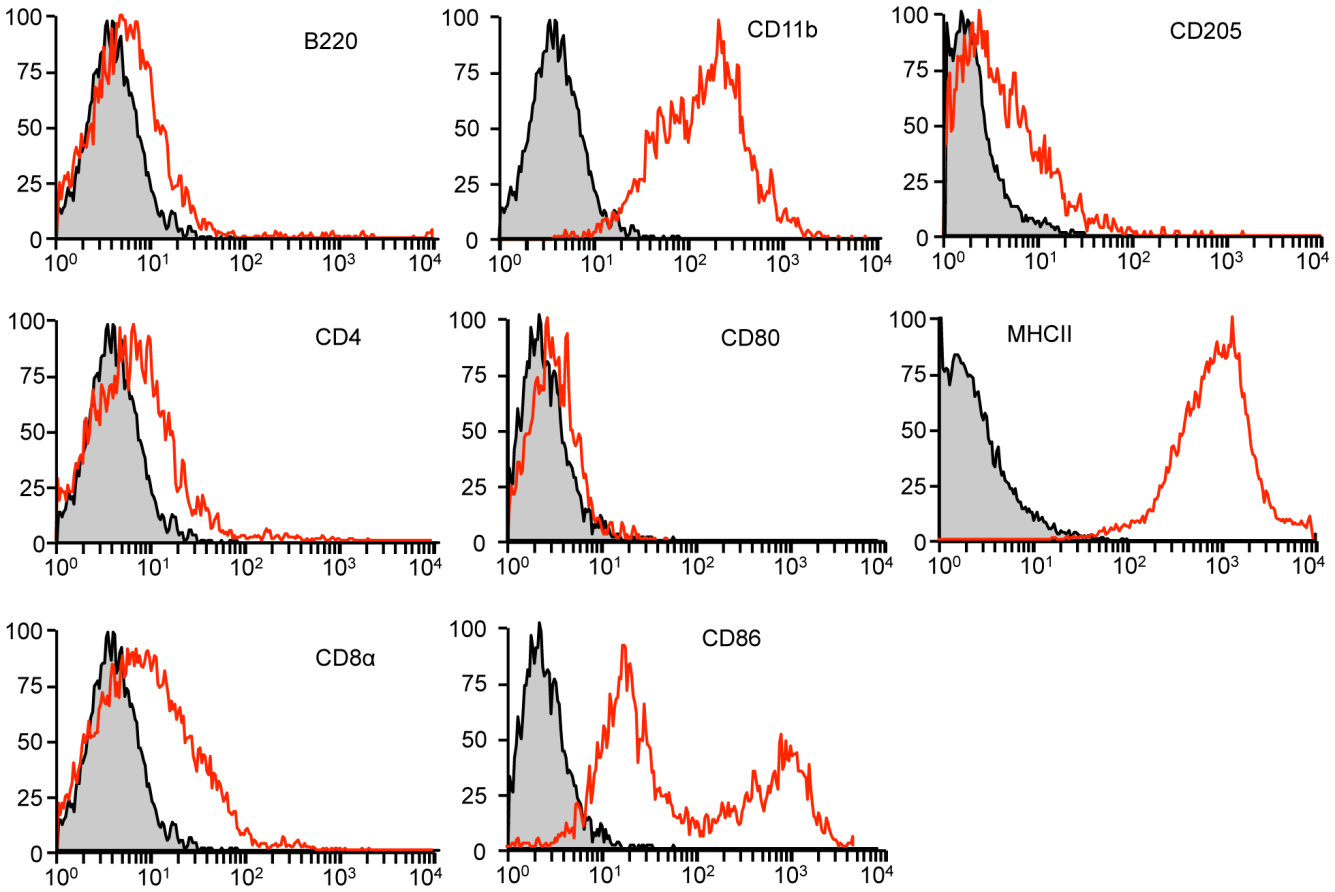
Characterization of TM^+^ DCs. Mouse bone marrow cells were differentiated in GM-CSF for 6 days in the presence of 200 nM sTM from day 4 to 6. DCs were then analyzed for the expression of cell surface markers by flow cytometry cells gated on CD11c^+^ and TM^+^ for the expression of other DC markers. Isotype control is shown in gray.

**Table 1:** Validation of microarray data by qPCR and protein levels.

	Microarray	qPCR	FACS/ELISA
CCR5	2.17	1.85	↓
CCR7	−2.68	−2.70	↓
CD206 (MRC1)	6.92	10.01	↓
CD80	−1.80	−1.05	↓
CD83	−4.63	−11.63	↓
CD86	−1.28	ND	↓
CXCR4	−1.24	−2.7	↓
IL-10	−1.36	−210	↑
IL-12p70	A: −6.79; B; −7.02	A: −11.1; B: −39	↓
IL-6	−6.1	−21.9	↓
MHC II H2-A	H2-Aa: 1.29; H2-Ab1∶1.39	6.03	↓
MHC II H2-E	H2-Eb1∶1.31; H2-Eb2∶1.09	15.23	↓
TM (THBD)	1.17	3.06	↑
TNFα	−1.38	2.29	↓

Mouse bone marrow cells were differentiated in GM-CSF for 6 days in the presence of 200 nM sTM from day 4 to 6. DCs were then analyzed for the expression of cell surface markers by flow cytometry while RNA was analyzed on microarrays and by qPCR. In some experiments protein levels in the medium was determined by ELISA. The direction of change in levels of protein is represented by arrows. CD206 is also known as mannose receptor C type 1 (MRC1). The mRNA data shows the results for both the A and B chains of IL-12p70. ND: not determined; the value of the change in gene expression in qPCR was determined by ratio of ΔΔct. The FACS and ELISA data were taken from Takagi et al [11].

### TM^+^ DCs have Lower Expression of Maturation Markers than TM^−^ DCs Irrespective of sTM Treatment

Previously we had shown that TM^+^ DCs isolated from mouse bone marrow cell culture following treatment with sTM had reduced expression of maturation markers such as MHC II, CD80, CD83 and CD86 while TM expression was increased from ∼5% to ∼15% [11]. However the TM^+^ DCs present in untreated cultures had not been compared to TM^−^ DCs from the same cultures. Therefore we determined if TM^+^ DCs in untreated cultures also had reduced expression of maturation markers by isolating TM^+^ DCs from untreated cultures and analyzing their expression of maturation markers by flow cytometry. Similarly to TM^+^ DCs from sTM-treated cultures, these TM^+^ DCs from control cultures had reduced levels of expression of MHC II, CD80 and CD86 compared to TM^−^ DCs (Figure 2). Thus, TM^+^ DCs had reduced levels of expression of maturation markers irrespective of whether they had been additionally treated with sTM or not, suggesting that they shared properties in common.

**Figure 2:**
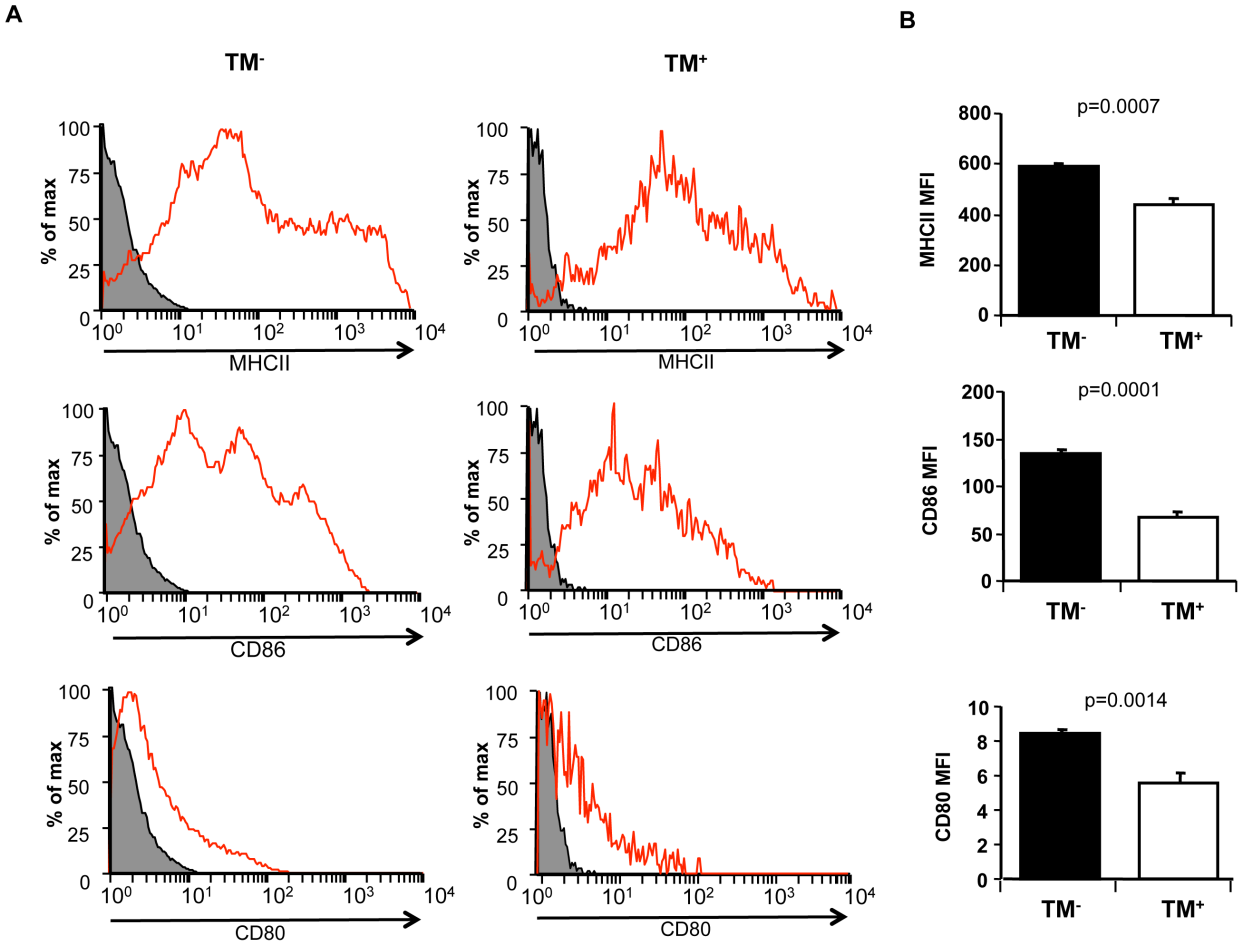
TM^+^ DCs from control cultures have lower expression of maturation markers than TM^−^ DCs. Mouse DC cultures were sorted into TM^+^ and TM^−^ DCs before analysis of MHC II, CD80 and CD86 expression by flow cytometry. (A) Representative experiment is shown with isotype control in gray. (B) The mean fluorescent intensity (MFI) from three independent experiments is shown. Error bars indicate s.d.

### Differential Gene Expression between TM^+^ and TM^−^ DCs

Based on our earlier data showing that TM^+^ were tolerogenic while TM^−^ DCs were immunogenic [11], we hypothesized that there would be a global change in gene expression when these two cell types were compared, possibly accounting for the change in phenotype. Therefore we compared the levels of specific mRNAs in TM^+^ and TM^−^ DCs by microarray analysis as well as investigated if there were differences in gene expression due to isolating TM^+^ DCs from untreated or sTM-treated cultures.

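Bone marrow cells of Balb/c mice were grown with granulocyte-macrophage colony-stimulating factor (GM-CSF) at 100 ng/ml and harvested on day 6. Soluble TM (sTM), the extracellular part of thrombomodulin, was added at 200 nM from day 4 to the treated cultures. RNA from 4 experiments was hybridized to 36 Affymetrix mouse whole-transcript arrays. Of these, 20 arrays hold DCs sorted with an anti-TM antibody and magnetic microbeads. They comprise 6 arrays of TM+ DCs and 6 of TM- DCs from sTM-treated cultures (2 of each in experiments 2, 3 and 4), and 4 arrays of TM+ DCs and 4 of TM- DCs from untreated cultures (2 of each in experiments 3 and 4). The other 16 arrays hold unsorted DCs of experiments 1, 2 and 3, with 8 arrays of untreated and 8 of sTM-treated cultures, and were fitted apart from the sorted DCs. The labels call the 2 arrays of a group within an experiment biological replicates, and whether these were separate cultures or separate mice is not given in the sources used here. The p-values measure the spread between arrays.
The authors normalized and summarized the arrays with RMA, and deposited linear intensities of 35556 transcript clusters, of which the log2 was taken. Exactly 1 gene symbol was paired with 21789 of these clusters, several with 1621 and none with 12146. One cluster per gene symbol, the one with the highest mean over the 36 arrays, was tested, which gave 19938 genes. As in the paper, the model held sorting, treatment and their interaction, with experiment as a random effect, so that treatment and interaction effects also draw on experiment 2, which has no sorted DCs of untreated cultures. It was fitted with limma, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The difference between TM+ and TM- DCs is the mean of the differences in untreated and in sTM-treated cultures. Its direction was also counted over 10 pairs of a TM+ and a TM- array of the same experiment, treatment and array number. RMA sets the arrays it normalizes together to one distribution of probe intensities, so a shift of all transcripts together would not be seen among them, and the number of arrays limits the precision of each value.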

The microarray data was analyzed by a linear mixed effects model to ensure that probabilities were correctly assessed (Methods S1). We used a model for changes in gene expression in which three covariate terms were included: sorting of DCs into TM^+^ and TM^−^ DCs (sorted); whether the culture had been treated with sTM (treatment) and a term for interaction of the other two terms (interaction). Because ranking by raw F-values does not emphasize transcripts that are specifically dependent on a single factor, we calculated proportion-weighted F (PWF). This ensured that transcripts that showed a strong dependence on a covariate term (e.g., ‘sorted’) were top-ranked for that covariate term, but also de-emphasized it when the model revealed yet stronger effects for other covariate terms for the transcript.

Gene lists were created for each of the three covariate terms ordered by the value of PWF. Next, these gene lists were used to construct heat maps of the top 100 genes identified for the “sorted” and “treatment” covariates (Fig. 3; Table S1). The heat map of the “sorted” covariate term showed that there were systemic changes with a high degree of significance between gene expression in TM^+^ DCs and TM^−^ DCs while sTM treated DCs had different gene expression than untreated DCs. 

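TM+ and TM- DCs differed across a large part of the transcriptome. Of the 19938 genes, 3709 were higher and 3729 were lower in TM+ DCs (4232 and 5323 at an unadjusted p under 0.05), and 1619 of these were higher and 1163 lower in all 10 pairs of arrays. The largest rise was that of *Ccr2*, the receptor for the monocyte chemoattractant CCL2, which was 16.5-fold higher in TM+ DCs with a log2 fold change of 4.04 (standard error 0.15, adjusted p = 1.2e-13). Most of the other large rises were genes of cell division. Cyclin A2 (*Ccna2*) was 12.6-fold higher, with a log2 fold change of 3.65 (standard error 0.23, adjusted p = 2.23e-10), and cyclin B2 (*Ccnb2*) 10.6-fold higher. Log2 fold changes were 3.23 for *Anln* (anillin, a scaffold of the cleavage furrow), 3.09 for *Kif11* (a motor of the mitotic spindle), 3.02 for *Top2a* (DNA topoisomerase II alpha), 2.94 for *Nuf2* and 2.93 for *Cenpe*, both of the kinetochore. *Sh2d1b1*, an adaptor of SLAM family receptors, rose by 3.10 and *F630028O10Rik* by 2.89. The largest falls in TM+ DCs included genes of inflammation and of the cell surface. *Vnn3*, a pantetheinase of the vanin family, was 11.8-fold lower with a log2 fold change of -3.56 (standard error 0.30, adjusted p = 9.31e-09), and *Susd2*, a membrane protein, was 10.5-fold lower. Log2 fold changes were -3.19 for *Itgb8* (integrin beta 8), -3.10 for *Il1f6* (interleukin-36 alpha), -2.84 for *Cxcl1* (a neutrophil chemoattractant), -2.87 for *Lox* (lysyl oxidase), -2.81 for *Plpp3* (a lipid phosphatase) and -2.85 for *U90926*. Within untreated cultures 2623 genes were higher and 1582 lower in TM+ DCs, and within sTM-treated cultures 2311 were higher and 2481 lower. The balance of calls depended on the scaling. Rises made up 49.9% of the calls on the deposited scale, 30.6% (3168 higher and 7174 lower) after centring each array on its 75th percentile, and 51.7% (3377 and 3154) after quantile normalization. Without experiment 4 the test called 1484 genes higher and 985 lower.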

The unsupervised clustering of the samples clearly segregated TM^+^ DCs from TM^−^ DCs. In contrast, the sTM-treated sorted TM^+^ DCs and sorted TM^−^ DCs were not clustered completely separately. 

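The 100 transcripts of Table S1A include *Gna15*, a G protein alpha subunit of blood cells, with a log2 fold change of 1.85 (standard error 0.10, adjusted p = 4.72e-11), and *Rara*, the retinoic acid receptor alpha, with 0.90 (standard error 0.07, adjusted p = 3.22e-09). Over these transcripts, hierarchical clustering (Euclidean distance, complete linkage) gave 2 branches of 10 arrays each. One held the TM+ arrays and the other the TM- arrays, with 0 arrays in the branch of the other fraction. Average linkage, Canberra distance and 1 minus Pearson's correlation gave the same division. The transcripts were chosen on these arrays for their difference between the fractions, so the division is not independent evidence of it. Over all 35556 transcript clusters the first 2 branches held 19 arrays and 1 array, with 9 arrays in the branch of the other fraction.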

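The transcripts of Table S1B are led by those of *Etfbkmt*, a mitochondrial lysine methyltransferase, *Tspan32*, a tetraspanin of blood cells, and *Hpgds*, the prostaglandin D2 synthase of hematopoietic cells. Over these 100 transcripts the first 2 branches held 16 and 4 arrays, and the 4 were the arrays of TM+ and TM- DCs from sTM-treated cultures of experiment 3. Of the 20 arrays, 8 lay in the branch of the other treatment and 10 in that of the other fraction. With the 3 other choices of distance and linkage the first 2 branches also held 16 and 4 arrays. Cut into 5 branches, the arrays parted by experiment and treatment, and no branch held both treatments. The treated arrays of experiments 2, 3 and 4 and the untreated arrays of experiments 3 and 4 each had a branch, with both fractions in it. As for the sorted term, the transcripts had been picked on these arrays.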

Samples from the sTM-treated cultures tended to cluster together as did those from control untreated samples. The experimental replicates did cluster together which motivated the use of experiment as a random effect in the models. These data suggest that gene expression in TM^+^ DCs is profoundly altered from that observed in TM^−^ DCs and that sTM treatment alters gene expression in DCs independently of the concomitant increase in TM^+^ DCs.

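The 2 arrays of one group in one experiment had a median Pearson correlation of 0.996 over all transcript clusters (range 0.986 to 0.998 over 10 such pairs). Arrays of one group from different experiments had a median correlation of 0.969 (range 0.943 to 0.983 over 32 pairs), below the range within experiments. The lowest value within an experiment was that of the TM- arrays 3-1 and 3-2 from sTM-treated cultures. Over the transcripts of Table S1A, 17 of the 20 arrays lay nearest to their own replicate and 19 nearest to an array of their own experiment, and over those of Table S1B 20 of 20 lay nearest to their replicate. In the limma fit the correlation of arrays within an experiment was estimated as 0.396.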

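Treatment with sTM was followed by far fewer calls than sorting. Averaged over TM+ and TM- DCs, 2 genes were higher and 1 was lower in sTM-treated cultures (1075 and 532 at an unadjusted p under 0.05). *Hpgds*, which makes prostaglandin D2, fell, with a log2 fold change of -1.35 (standard error 0.14, adjusted p = 8.26e-05), and was lower in all 4 comparisons that hold experiment and fraction fixed. *Ephx1*, the microsomal epoxide hydrolase, rose by 0.85 (standard error 0.12, adjusted p = 0.00993), and *Pld4*, a nuclease of endolysosomes, rose by 0.82 (standard error 0.13, adjusted p = 0.0199). Among 34 gene lists, the 22 markers of granulocytes and their granules had a median log2 fold change of -0.20 with treatment (camera, adjusted p = 2.9e-07, and adjusted p = 0.0357 with an estimated correlation). Of these genes 9 were lower and 1 higher when adjusted over the list alone, and none over all genes. By fraction their median was -0.39 in TM+ and -0.07 in TM- DCs, with 15 of the 22 genes below 0 in each. Markers of conventional DCs had a median of 0.07 (camera, adjusted p = 0.0225, and adjusted p = 0.155 with an estimated correlation), with 4 of 19 higher when adjusted over the list alone. Interferon-stimulated genes had a median of 0.57 (camera, adjusted p = 2.39e-10, and adjusted p = 0.352 with an estimated correlation), but the experiments went opposite ways. Their median was 1.75 in TM+ and 1.27 in TM- DCs in experiment 3, and -0.40 in both fractions in experiment 4. The number of genes called moved with the model, from 1 higher and 1 lower with no experiment term to 83 and 29 with experiment as a fixed factor and 848 and 992 with array weights. The fall of *Hpgds* was called under each alternative tried. The rise of *Ephx1* was not called without experiment 2 or 3, nor that of *Pld4* without either of these or without any of 7 single arrays. With no experiment term only 1 of these 2 rises was called. From the heat maps and the clustering of the arrays, the paper proposes that sorting separates cells with profoundly different expression. It further proposes that sTM changes expression in DCs by itself, apart from raising the number of TM+ DCs.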

**Figure 3:**
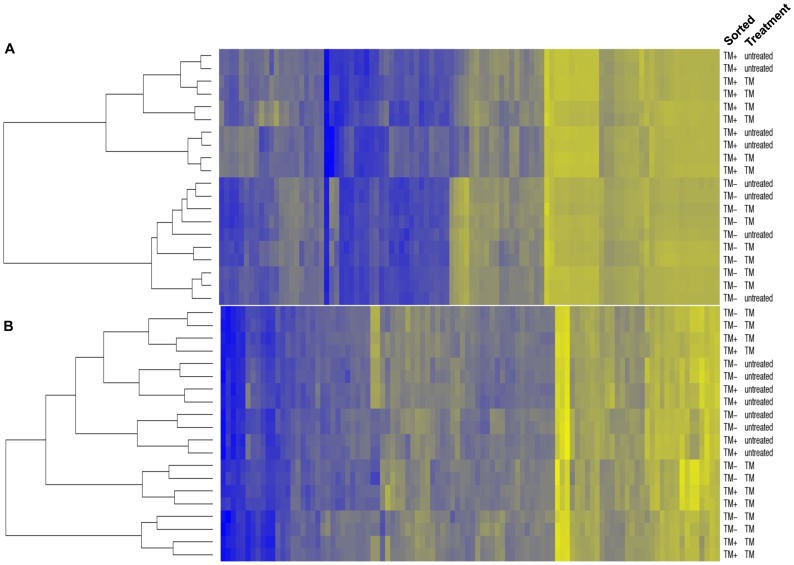
Gene expression is significantly altered in TM^+^ DCs compared to TM^−^ DCs. (A) A heat map was constructed of the top 100 genes that were changed between the TM^+^ and TM^−^ DCs identified as described in Materials and Methods. The list of genes is shown in Table S1a. (B) A heat map of the top 100 genes that were changed between the sTM treated and untreated DCs. Down-regulated genes are in blue; up-regulated genes are in yellow. The depth of the colors is based on rescaled Z-values, with high values being yellow and low values blue. The list of genes is shown in Table S1b.

In order to assess the significance of these changes the PWF for individual transcripts was compared to a simulated data set. 

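The highest PWF of the sorted term belonged to *Tfec*, a transcription factor of the MiT family, at 806. It was followed by *Ifitm6*, an interferon-induced transmembrane protein, at 797, *Ccr2* at 737 and *Tbxas1*, the thromboxane A synthase, at 667. *Ifitm6* was higher in TM+ DCs by 2.77 and *Tbxas1* by 0.96 on the log2 scale (standard errors 0.13 and 0.05). In 100 permutations of the array labels, the 95th percentile of the highest PWF was 56.1, and none of the 100 reached the observed maximum. At rank 10 the observed PWF was 476 against a permuted 95th percentile of 26.5, at rank 100 it was 223 against 16.5, and at rank 1000 it was 61.0 against 8.53. The observed values stayed above the permuted 95th percentile over the first 35546 of the 35556 ranks. The permutations part replicate arrays that the true labels keep together, so the permuted values may lie too low, for each of the terms.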

TM^+^ and TM^−^ DCs exhibited quite distinct expression patterns for a large number of genes for thousands of transcripts, with the sorted term well above values found by randomly permuted sample-label computations in simulations (Fig. 4A). Comparing sTM-treated DCs to untreated DCs did not result in such a distinct contrast in gene expression, as shown by the difference in scale of the Y axis. Nevertheless the expression of many genes was strongly associated with treatment with sTM. In contrast we found no evidence that the sorted:treatment interaction term provided very surprising PWF values, compared to the simulation, although top-ranking probes do exhibit patterns consistent with an interaction. Thus, the comparison of the actual data to the simulated data sets generated by random permutation of the sample-labels demonstrates that the strongest differences in gene expression are in the “sorted” covariate, then less strong in the “treatment” covariate and least in the interaction between the two, “sorted:treatment”. 

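For the treatment term, *Etfbkmt* had the highest PWF, 59.97, followed by *Tspan32* at 58.0, *Hpgds* at 53.4 and *Zc3h6*, a zinc finger protein, at 43.4. The permuted 95th percentile of the highest value was 48.7, and 1 of the 100 permutations had a maximum as high as the observed one. At rank 10 the observed value was 38.8 and the permuted 95th percentile 27.7. Both were nearly equal at rank 100 (16.1 and 16.2), and at rank 1000 the observed value was lower (4.90 and 8.19). The first 61 ranks lay above the permuted 95th percentile. This number was 267 when labels were permuted within experiments, 3 without experiment 3 and 973 without experiment 4.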

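The interaction term measures how far the effect of sTM in TM+ DCs differs from that in TM- DCs. Its highest PWF, 47.6, was that of *Srebf2*, which encodes the transcription factor SREBP-2 that drives cholesterol synthesis and uptake. In limma 2 genes were called for the interaction (1227 at an unadjusted p under 0.05). *Gcsam*, a signaling protein of germinal center B cells, had an interaction of -1.30 (standard error 0.16, adjusted p = 0.00122) on the log2 scale and *Srebf2* one of -0.86 (standard error 0.13, adjusted p = 0.0234). *Srebf2* differed between sTM-treated and untreated cultures by -0.65 in TM+ DCs and by 0.22 in TM- DCs. The next smallest p-values were those of *Fhdc1*, an actin- and microtubule-binding formin (-1.53 (standard error 0.26, adjusted p = 0.0516)), and *Hmgcs1*, the HMG-CoA synthase (-1.04 (standard error 0.19, adjusted p = 0.109)), neither of them past the test. In the permutations the 95th percentile of the highest PWF was 42.3, and 3 of 100 had a maximum as high as the observed one. At rank 10 the observed value was 17.9 against 23.4, at rank 100 it was 8.52 against 13.7 and at rank 1000 it was 2.97 against 6.08. Counted from the top, the unbroken run of ranks above the permuted 95th percentile ended after the first rank. With each culture as a block the number of genes called for the interaction was 0, and the call of *Srebf2* was also lost without any of 10 single arrays.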

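Of the 35556 transcript clusters, 1130 had a PWF of the sorted term above the 95th percentile of the highest permuted value. For the treatment term 3 did, those of *Etfbkmt*, *Tspan32* and *Hpgds*, and for the interaction 1 did, that of *Srebf2*. With permutation within experiments 1797 did for the sorted term, 12 for treatment and 1 for the interaction. Either kind of permutation parts replicate arrays that the true labels keep together, so these counts do not alone exclude chance.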

Based on the strength of the differences, in the remainder of the studies, we focused on the gene expression differences between TM^+^ and TM^−^ DCs.

**Figure 4:**
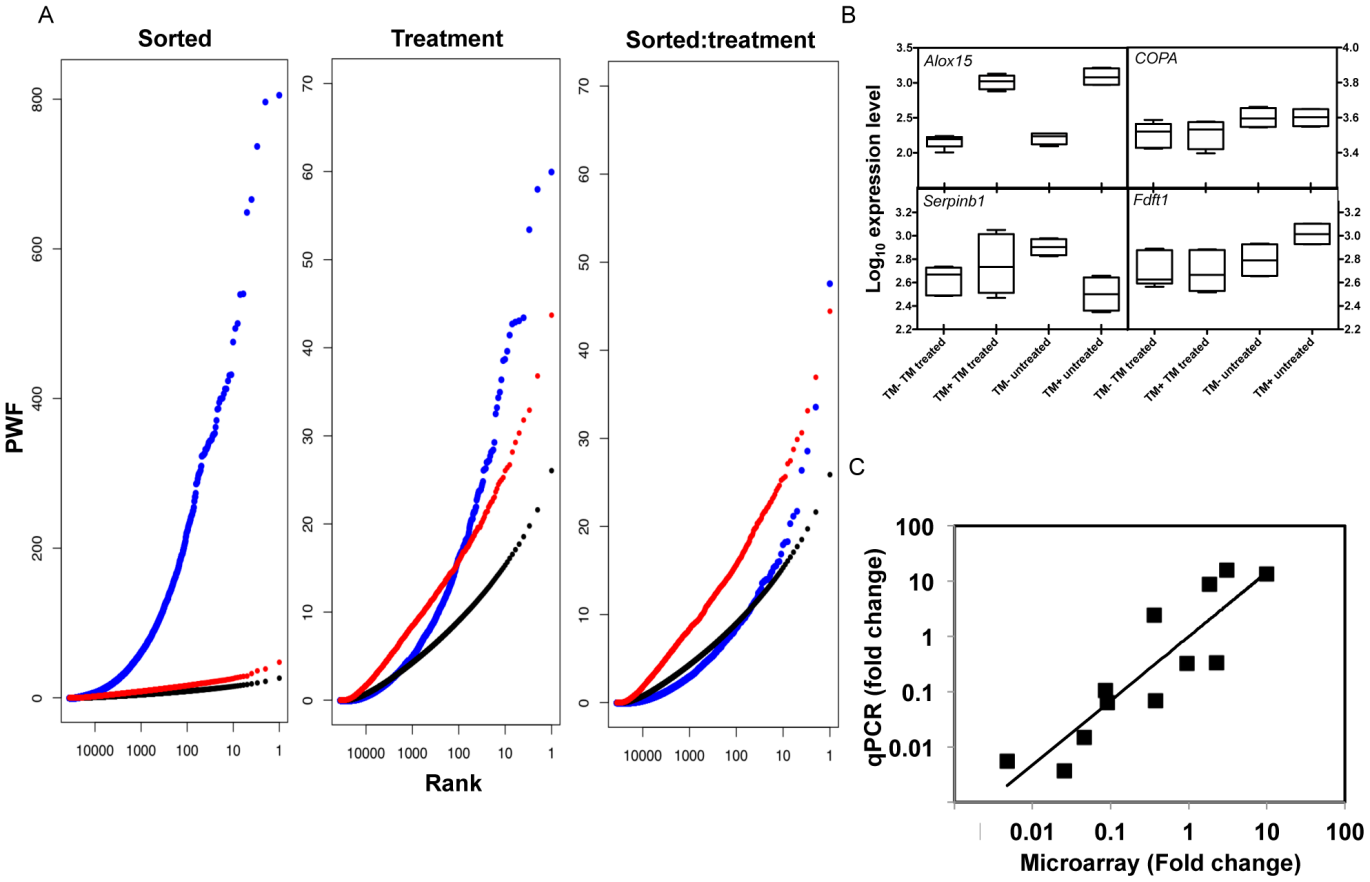
Gene expression changes in DCs following sTM treatment or sorting into TM^+^ or TM^−^ DCs. (A) The mean (black) and 95th percentile (red) of PWF values for each probe rank from 500 permutations of the sample-labels as described in Materials and Methods show that the ‘sorted’ term PWF values (blue) were extraordinarily large compared to the simulations. For the ‘treatment’ term, the PWF values of fewer than 1000 probes were well above the simulated values, and for the ‘sorted:treatment’ interaction term, few probes showed a significantly higher PWF than by permuted sample-label computations. (B) PWF statistics permitted identification of genes exhibiting the strongest association with sorting into TM^+^ and TM^−^ DC, for example *Alox15*. Similarly, genes exhibiting strong association with TM treatment included *Copa*. *Serpinb8* exhibited a large PWF value for the sorted:treatment interaction, as seen by the contrasting effect of treatment on gene expression in TM^−^ and TM^+^ DCs. *Fdft1* gave large values of PWF for both treatment and sorted:treatment interaction, and shows both down-regulation with TM treatment and notably higher expression in TM^+^ DCs, specifically in untreated cells. (C) Correlation between gene expression changes determined by microarray to those determined by qPCR. A panel of genes (Table 1) whose expression was changed when analyzed by microarray, their fold change was also determined by qPCR. The qPCR data was normalized to GAPDH resulting in this equation for the best fit line: log y = (0.99 *log x) +1.16 with R^2^ = 0.79.

### Changes in Genes Representative of Sorting, Treatment and Interaction

To illustrate the representative expression pattern of genes that ranked favorably for terms in the mixed effects model, expression of four genes is presented in Fig. 4B. Using PWF statistics, we identified genes exhibiting the strongest association with sorting into TM^+^ and TM^−^ DC (“sorted”), for example arachidonate 15-lipoxygenase (*Alox15*). In this case, expression of *Alox15* is increased in TM^+^ DCs compared to TM^−^ DCs irrespective of whether or not they had been treated with sTM. Similarly, genes exhibiting strong association with sTM treatment included non-clathrin-coated vesicular coat protein-alpha (*Copa*) in which it can be seen that treatment with sTM reduced expression of *Copa* irrespective of whether the DCs were TM^+^ or not. 

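*Alox15* encodes a lipoxygenase that adds oxygen to arachidonic acid, a step toward lipoxins. It was 7.27-fold higher in TM+ DCs, with a log2 fold change of 2.86 (standard error 0.13, adjusted p = 2.75e-12), and higher in 10 of 10 pairs of arrays. Its log2 expression was 10.25 ± 0.43 (SD, n = 4) in TM+ and 7.35 ± 0.28 (SD, n = 4) in TM- DCs of untreated cultures. In sTM-treated cultures it was 10.00 ± 0.34 (SD, n = 6) and 7.18 ± 0.29 (SD, n = 6). The differences were thus 2.90 without and 2.82 with sTM, and the interaction of -0.08 (standard error 0.25, adjusted p = 0.995) was within its error. The treatment effect was -0.15 (standard error 0.13, adjusted p = 0.865). *Alox15* ranked 12 by the PWF of the sorted term, at 431.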

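*Copa* encodes the alpha subunit of the COPI coat, which carries vesicles from the Golgi back to the endoplasmic reticulum. Its log2 expression differed between sTM-treated and untreated cultures by -0.21 in TM+ DCs and by -0.21 in TM- DCs. In experiment 3 the differences were -0.24 and -0.26, and in experiment 4 they were -0.08 and -0.10. The mean effect of -0.21 had a standard error of 0.07 and did not pass the test over all genes (adjusted p = 0.303). The difference between TM+ and TM- DCs was 0.00 (standard error 0.06). By the PWF of the treatment term *Copa* ranked 14, at 34.4. The 21 measured genes of the COPI and COPII coats had a median treatment effect of -0.05 (camera, adjusted p = 0.0453, and adjusted p = 0.352 with an estimated correlation), with none called, adjusted over all genes or over the list alone. Between TM+ and TM- DCs 1 of them was higher and 3 were lower, *Arcn1* by 0.21, *Sec23a* by -0.54, *Sec24d* by -0.36 and *Copg1* by -0.16, over all genes and when adjusted over the list alone.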

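*Serpinb8*, an intracellular inhibitor of serine proteases such as furin, differed between sTM-treated and untreated cultures by 0.76 in TM+ DCs and by -0.99 in TM- DCs on the log2 scale. These fitted values also draw on experiment 2, which has sorted DCs of treated cultures only. Within the experiments that hold all 4 groups the signs were the same and the values nearer to 0, at 0.35 and -0.77 in experiment 3 and at 0.41 and -0.58 in experiment 4. In untreated cultures *Serpinb8* was lower in TM+ than in TM- DCs, with a log2 fold change of -1.33 (standard error 0.30, adjusted p = 0.00237), and in sTM-treated cultures the difference was 0.41 (standard error 0.24, adjusted p = 0.21). The experiments differed in the latter, at 1.78 in experiment 2, 0.01 in experiment 3 and -0.57 in experiment 4. The interaction of 1.74 (standard error 0.38) did not pass the test over all genes (adjusted p = 0.178). Its PWF was 14.0, rank 23 for the interaction term.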

Serpin peptidase inhibitor B8 (*Serpinb8*) exhibited a large PWF value for the “sorted:treatment” interaction, as seen by the contrasting effect of treatment on gene expression in TM^−^ and TM^+^ DCs. Farnesyl-diphosphate farnesyltransferase (*Fdft1*) ranked favorably for both “treatment” and “sorted:treatment” interaction, and showed both down-regulation with TM treatment and notably higher expression in TM^+^ DCs, specifically in untreated cells.

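*Fdft1* is squalene synthase, the first enzyme committed to sterol synthesis. In untreated cultures it was higher in TM+ than in TM- DCs, with a log2 fold change of 0.63 (standard error 0.17, adjusted p = 0.00958), and in sTM-treated cultures the difference was -0.04 (standard error 0.14, adjusted p = 0.833). With sTM it differed by -0.77 in TM+ and by -0.09 in TM- DCs. Neither the mean treatment effect of -0.43 (adjusted p = 0.184) nor the interaction of -0.67 (adjusted p = 0.472) passed the test over all genes. By PWF this cluster of *Fdft1* ranked 478 for treatment and 195 for the interaction, and the other cluster of the gene, which is the one in Table S1B, ranked 15 and 6. In the limma fit over all transcript clusters, run after the data had been seen, that cluster had a treatment effect of -0.53 (adjusted p = 0.136) and an interaction of -0.76 (adjusted p = 0.523). Genes of cholesterol synthesis moved together with *Fdft1*. Over 21 listed genes the median treatment effect was -0.57 in TM+ DCs, with 18 genes below 0, and 0.12 in TM- DCs, with 4 below 0. The median interaction was -0.63 (camera, adjusted p = 1.04e-19, and adjusted p = 0.0168 with an estimated correlation). Of the 21 genes 1, the *Srebf2* named above, passed the test of the interaction over all genes. When adjusted over the list alone 15 passed, each of them more negative in TM+ DCs. *Cyp51*, the lanosterol demethylase, differed by -0.98 in TM+ and 0.47 in TM- DCs, *Fdps*, the farnesyl diphosphate synthase, by -0.86 and 0.05, and *Nsdhl*, a sterol dehydrogenase, by -0.44 and 0.09. The gene list was fixed beforehand, and its test for the interaction was added after the data had been seen. The granulocyte markers had a median interaction of -0.31 in the same fit.

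**Figure D1:**
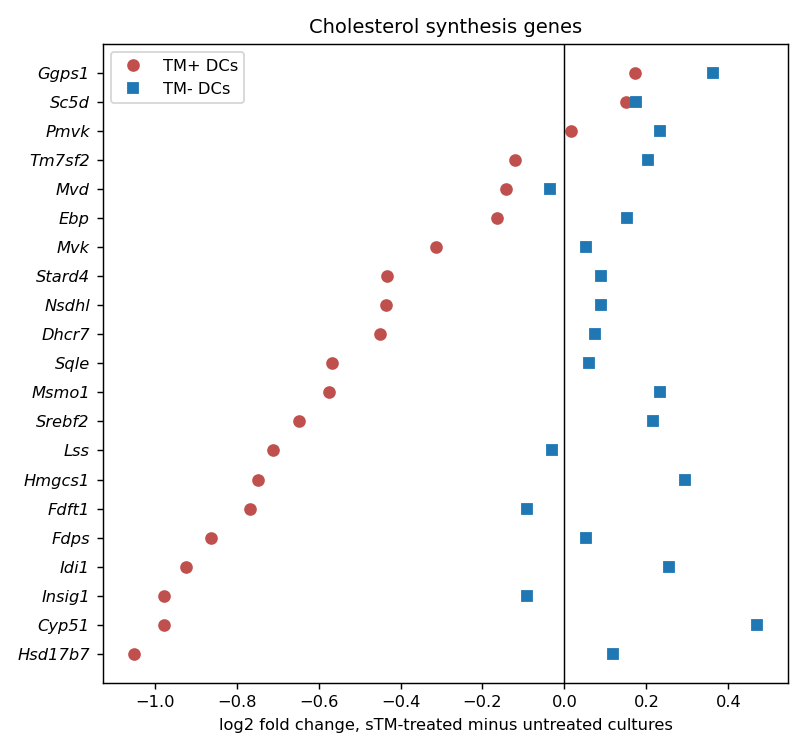
Log2 fold change between sTM-treated and untreated cultures (x axis) of each of 21 genes of cholesterol synthesis (y axis), in TM+ DCs (red circles) and in TM- DCs (blue squares), from limma. In TM+ DCs 18 of the genes lie below 0 and in TM- DCs 4 do.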

### Validation of Microarray Data

To validate the data from the microarrays, we determined changes in the levels of mRNA by qPCR for a panel of 14 genes. 

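The 16 array genes of Table 1 were compared between TM+ and TM- DCs within the sTM-treated cultures, which its legend names. Genes of DC activation were lower in TM+ DCs. *Il12a* and *Il12b*, the subunits of interleukin-12, had log2 fold changes of -2.06 and -2.31, *Il6* had -1.53, *Cd83*, a marker of mature DCs, -1.84, *Ccr7*, which guides DCs to lymph nodes, -1.07, and the costimulatory genes *Cd80* and *Cd86* -0.87 and -0.65, with adjusted p-values between 8.02e-05 and 0.0243. *Cxcr4*, a chemokine receptor, was at -0.44 (standard error 0.34, adjusted p = 0.332) and *Tnf* at -0.26 (standard error 0.35, adjusted p = 0.578), neither past the test. *Thbd*, which encodes TM itself, was at 0.06 (standard error 0.15, adjusted p = 0.78). All 16 genes had the sign of the paper's array values. Those values lay nearer to the mean of untreated and treated cultures (median log2 gap 0.03) than to sTM-treated cultures alone (0.22). The fall of *Il12b* was not called without the TM+ array 2-1, 4-1 or 4-2 of the sTM-treated cultures.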

In all cases except TNF-α, the direction of change of mRNA levels was the same, irrespective of whether the level of mRNA was determined by microarray or by qPCR (Table 1). 

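Array and qPCR values were compared across 13 genes of Table 1, with the paper's qPCR values and the array log2 fold changes within sTM-treated cultures. Pearson's r was 0.67 (permutation test, two-sided, p = 0.0080) and Spearman's rho was 0.80 (p = 0.00198), with an R2 of 0.45. The sign was shared by 12 of the 13, all but *Tnf*. The genes farthest from the median were *Mrc1* and *Il12b*, and without them r was 0.61 (permutation p = 0.0493). The largest gap between both measures was that of *Il10*, at -0.34 on the arrays against -7.71 in the paper's qPCR values (log2). With array values averaged over untreated and treated cultures r was 0.73. The comparison is across genes, which are not independent replicates.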

When fold change determined by microarray analysis was plotted against fold change measured by qPCR, an excellent correlation (p<0.0001) was found with R^2^ = 0.79 (Fig. 4C). There was 2.76 fold more change when gene expression was compared by qPCR than by microarray if β-actin (*ATCB*) rather than *Gapdh* is used as a housekeeping gene to normalize the data (data not shown).

In our previous paper [11], changes in levels of several proteins had been quantitated either when TM^+^ and TM^−^ DCs were compared by flow cytometry or when conditioned media was evaluated by ELISA from cultures of TM^+^ or TM^−^ DCs. We used these data to compare if the direction of changes in gene expression found on the microarrays was the same as that of the proteins and found that there was very good concordance (Table I). Out of 13 proteins whose expression levels had been measured in TM^+^ compared to TM^−^ DCs, only three were not in concordance (CD206, IL10 and MHC II). 

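*Mrc1*, which encodes the mannose receptor CD206, was 6.79-fold higher in TM+ DCs, with a log2 fold change of 2.76 (standard error 0.19, adjusted p = 7.85e-10), and higher in 10 of 10 pairs of arrays. *Il10* was lower, at -0.47 (standard error 0.13, adjusted p = 0.00596), in 9 of 10 pairs, a call that was lost without experiment 4. Genes of antigen presentation by MHC class II were mostly higher in TM+ DCs. Of 12 listed genes 7 rose and 2 fell (8 and 2 when adjusted over the list alone), with a median of 0.40 (camera, adjusted p = 0.000981, and adjusted p = 0.153 with an estimated correlation). *H2-DMa*, which loads peptides onto MHC class II, rose by 1.33, *Ciita*, the transactivator of the class II genes, by 0.82, and the chain genes *H2-Ab1*, *H2-Eb1* and *H2-Aa* by 0.59, 0.50 and 0.49. *H2-Eb2* was at 0.18 (standard error 0.08, adjusted p = 0.0759). In sTM-treated cultures alone the differences were 0.36 for *H2-Ab1* (adjusted p = 0.0523), 0.14 for *H2-Eb1* (adjusted p = 0.304) and 0.29 for *H2-Aa* (adjusted p = 0.0382), the last not called after quantile normalization or centring on the 75th percentile.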

MHC II protein expression has been shown to be controlled by several mechanisms such as invariant chain degradation and re-endocytosis, maybe explaining the lack of concordance [18], [19]. When the fold change in protein levels were correlated with the fold change in mRNA determined by microarray, a correlation was found (R^2^ = 0.23) but it was much weaker than the comparison of mRNA levels measured by the two techniques. It is expected that the correlation between changes in protein levels and mRNA is lower than that between mRNA determined by different techniques because there are many other parameters apart from mRNA levels that affect protein levels such as protein turnover and control of mRNA translation.

### Alterations in miRNA Expression in TM^+^ DCs Compared to TM^−^ DCs

Previous reports had shown the involvement of miRNAs, such as miR146a [20] and miR155 [21] in determining DC properties [22]. Based on this, we investigated if expression of any miRNA was altered when TM^+^ DCs were compared to TM^−^ DCs. Levels of miRNA were determined by hybridization on an array that displays the full complement of miRNAs present in the genome. miRNAs with significant changes in expression were identified (Table 2) including miRNA146, and miRNA155 whose levels were lower in TM^+^ DCs and miRNA27a* whose level was increased. The changes in levels of miRNA146, and miRNA155 were validated by qPCR confirming the microarray data (data not shown).

**Table 2:** List of miRNAs modulated in TM^+^ DCs compared to TM^−^ DCs.

miRNA	p-value	Fold-Change
miR-146a	1.15E-09	−4.82
miR-31	9.66E-08	−4.95
miR-155	1.97E-07	−3.82
miR-2134	2.13E-07	−2.05
miR-711	1.63E-06	−4.10
miR-3473	1.95E-06	−5.62
miR-574-3p	3.32E-06	−2.55
miR-1195	6.59E-06	2.26
miR-27a*	6.89E-06	14.92
miR-27b*	7.35E-06	2.92
miR-34c	1.80E-05	−3.43
miR-1931	3.34E-05	−2.30
miR-874	4.07E-05	−2.01
miR-196b	7.99E-05	2.59
miR-181a-1*	8.02E-05	4.15
miR-187	8.11E-05	2.02

List of miRs whose expression is altered, identified from microarray analysis by comparison of levels in TM^+^ and TM^−^ DCs which change >2 fold with p<0.0001.

### Difference in Cell Cycle and Inflammatory Genes

In order to extend the analysis beyond the level of individual genes, a pathway analysis was carried out to identify those pathways (gene sets) that were significantly altered when TM^+^ DCs are compared to TM^−^ DCs. Fig. 5 plots a design structure matrix with 12 gene sets and 9 genes using stringent thresholds for both gene sets and genes. Figure S1 shows the overlapping 100 gene sets and 77 genes when using a less stringent gene threshold. In both cases, in the top plot a square is colored if a gene (column) belongs to a set (row) while the bottom plot shows a heat map based on the genes in these pathways showing the normalized expression value for each sample.

**Figure 5:**
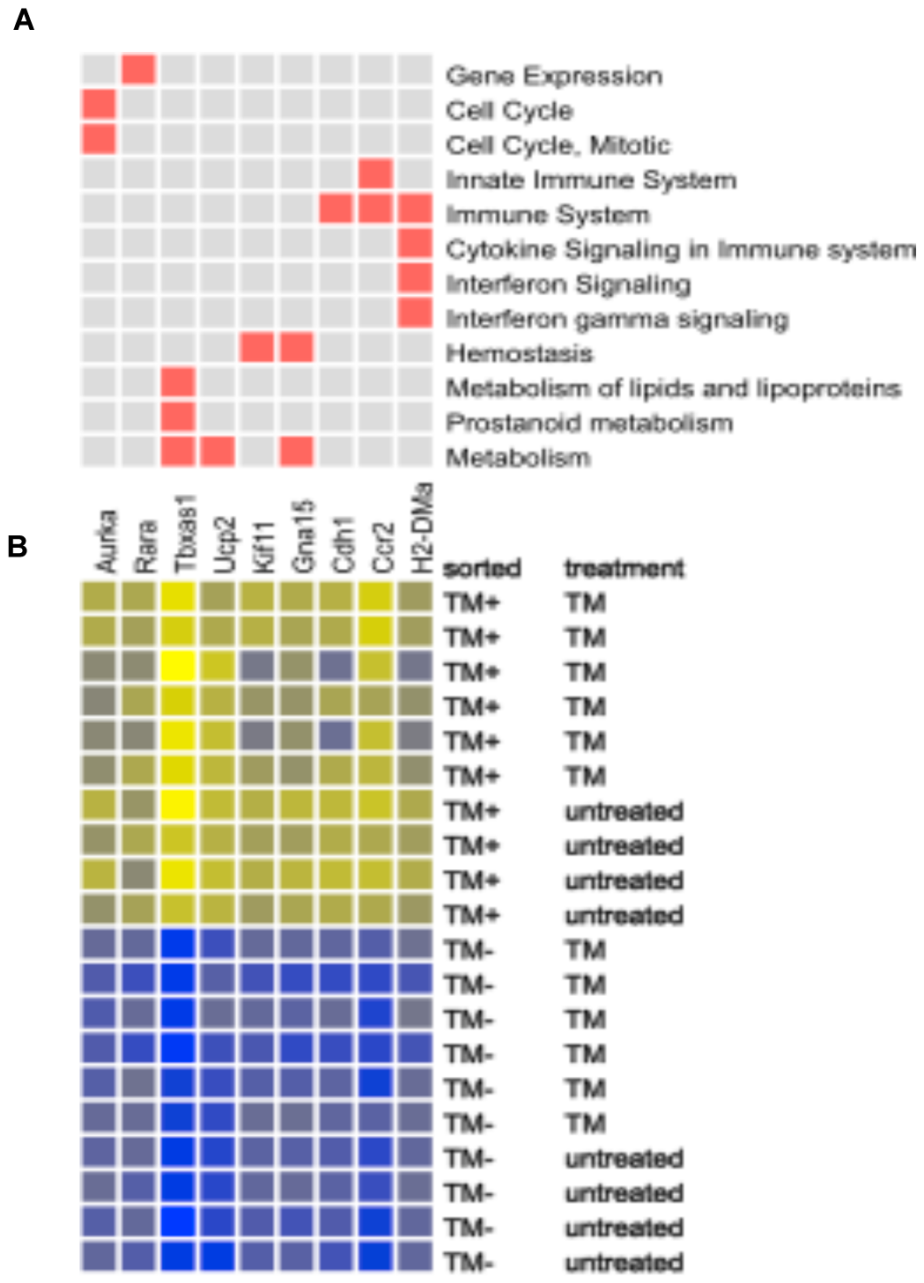
Cell cycle and inflammatory pathways are modulated in TM^+^ DCs compared to TM^−^ DCs. (A) The 12 gene sets identified as described in Materials and Methods are plotted against the top 9 genes (restricted to PWF quantile <0.001) within those sets that changed significantly. A fuller set is displayed in Figure S1. A square is colored if a gene (column) belongs to a set (row). (B) Heat map of the genes identified by the CERNO analysis of gene sets. Yellow is up-regulated, and blue is down-regulated. The depth of the colors is based on rescaled Z-values, with high values being yellow and low values blue.

Several of the gene sets (pathways) identified are involved with the cell cycle such as “Cyclin A/B1 associated events during G2/M transition”, “Cell cycle”, and “G2/M checkpoints,” suggesting that there is a difference in cell division between TM^+^ and TM^−^ DCs. 

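Genes of mitosis were higher in TM+ DCs without exception on the list of 57 genes of mitosis and G2/M fixed beforehand, of which 57 rose and 0 fell (57 and 0 when adjusted over the list alone). Their median log2 fold change was 2.07 (camera, adjusted p = 4.94e-51, and adjusted p = 0.108 with an estimated correlation). *Aurka*, a kinase of the spindle poles, rose by 2.13 (standard error 0.12, adjusted p = 1.13e-10). The medians were 1.21, 1.72 and 2.61 in experiments 2, 3 and 4. Of these genes 16 are also in Table S1, which was drawn from the same arrays. Markers of other bone marrow cells moved as well. Of 22 markers of granulocytes 13 rose and 3 fell (13 and 4 when adjusted over the list alone), with a median of 0.44 (camera, adjusted p = 0.000181, and adjusted p = 0.108 with an estimated correlation). *Cxcr2*, the receptor for CXCL1, rose by 2.48, the granule gene *Ngp* by 2.17, and *S100a9* and *S100a8*, which encode calprotectin, by 2.16 and 2.15. The primary granule genes *Elane* and *Prtn3* were at 0.51 and 0.35 and *Mpo* and *Ctsg* at 0.08 and -0.00, the last pair not past the test. Of 22 markers of macrophages and monocytes 11 rose and 4 fell, over all genes and over the list alone (median 0.24, camera, adjusted p = 0.0105, and adjusted p = 0.185 with an estimated correlation), the complement genes *C1qb* and *C1qc* by 1.97 and 1.70. The medians of this list in experiments 2, 3 and 4 were 0.54, 0.34 and -0.08, so that experiment 4 did not share the rise. Of 6 markers of eosinophils 4 rose and 0 fell (5 and 0 when adjusted over the list alone), with a median of 0.73 (camera, adjusted p = 0.0143, and adjusted p = 0.302 with an estimated correlation), among them the granule genes *Epx* (2.11) and *Prg2* (1.51). By experiment the medians were 2.03, 0.13 and 0.54 for eosinophils and 0.37, 0.26 and 0.56 for granulocytes.

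**Figure D2:**
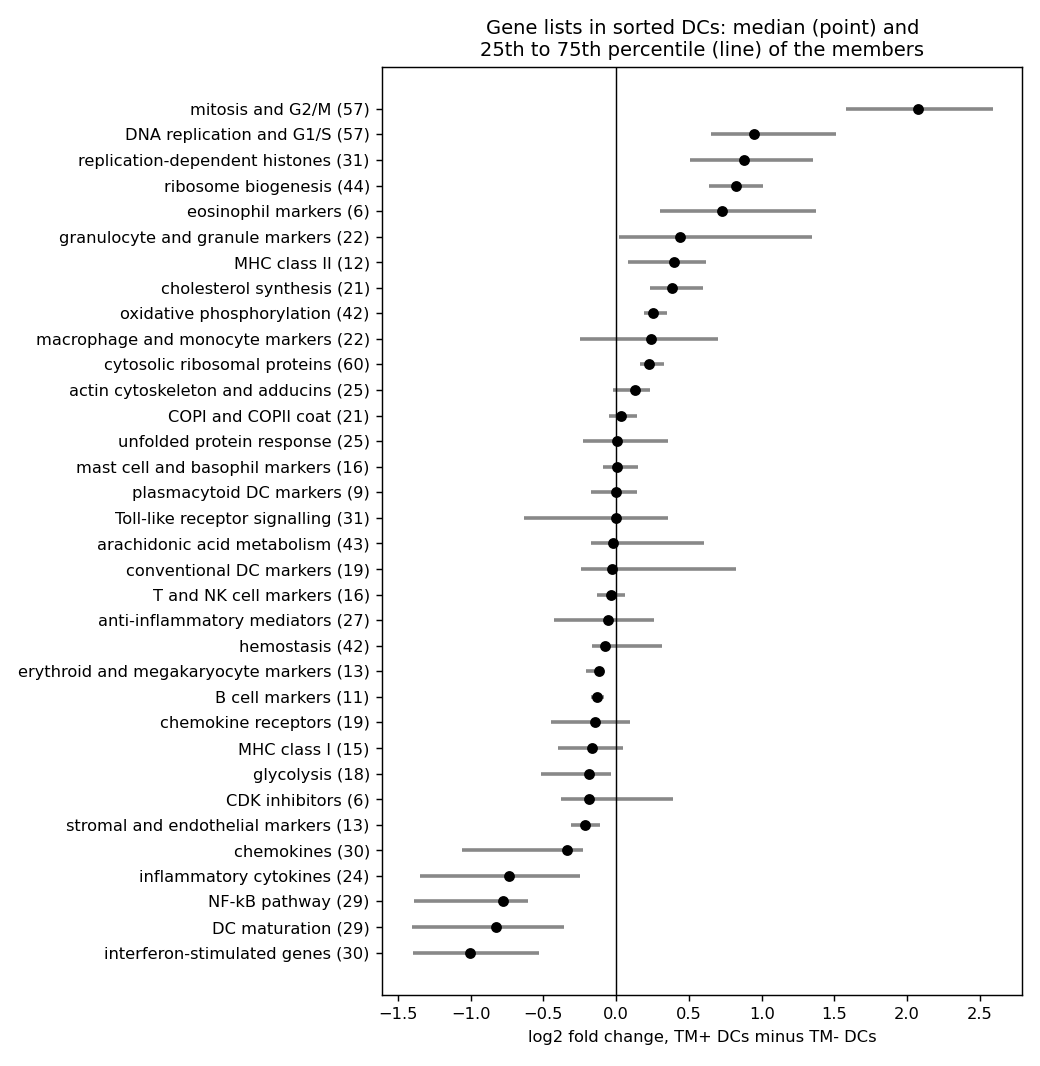
Log2 fold change between TM+ and TM- DCs (x axis) for the members of each of 34 gene lists (y axis, number of genes in brackets), with the median as a point and the 25th to 75th percentile as a line. The list of mitosis and G2/M lies farthest to the right, and the lists of interferon-stimulated genes, DC maturation, the NF-kB pathway and inflammatory cytokines lie farthest to the left.

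**Figure D3:**
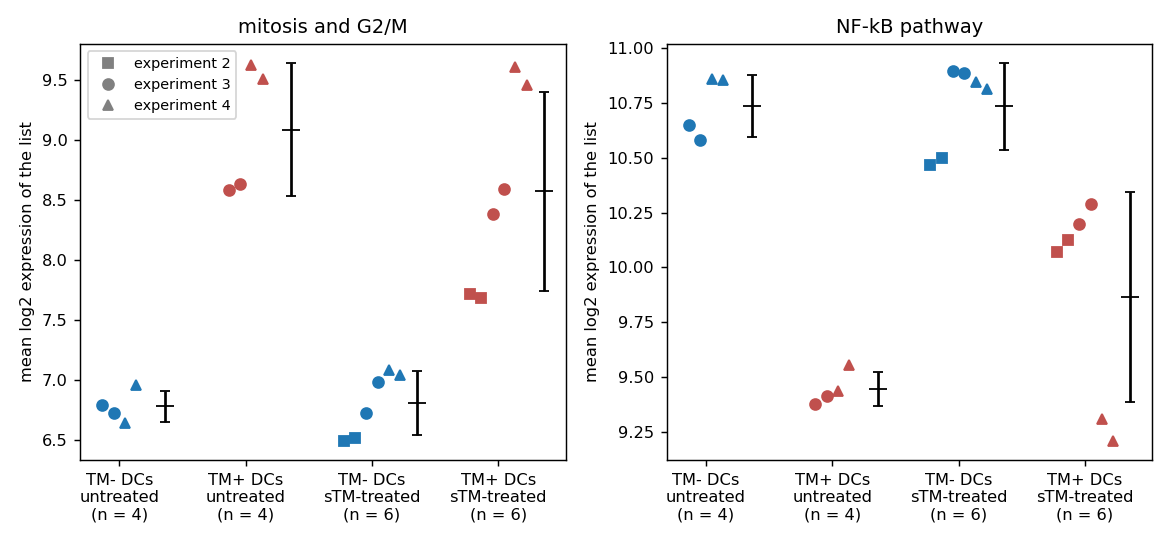
Mean log2 expression (y axis) of the genes of mitosis and G2/M (left) and of the NF-kB pathway (right) on each sorted array, by group (x axis). Squares, circles and triangles are arrays of experiments 2, 3 and 4, TM+ in red and TM- in blue, and the black marks give the group's mean and SD. On the left the arrays of TM+ DCs lie between 7.68 and 9.62 and those of TM- DCs between 6.49 and 7.08.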

A second prominent cluster of gene sets is involved with inflammation such as “Cytokine Signaling in Immune system” and “Innate Immune System” consistent with previously observed differences in the inflammatory responses of TM^+^ and TM^−^ DCs [11].

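Genes of inflammation were mostly lower in TM+ DCs. Of 29 genes of the NF-kB pathway, which drives inflammatory transcription, 0 rose and 26 fell (0 and 26 when adjusted over the list alone) (median -0.78, camera, adjusted p = 5.63e-12, and adjusted p = 0.162 with an estimated correlation). *Nos2*, the inducible nitric oxide synthase, fell by 2.40, *Gadd45b*, a stress response gene, by 2.32 and *Traf1*, an adaptor of TNF receptors, by 2.24 on the log2 scale. Of 24 inflammatory cytokines 1 rose and 17 fell (1 and 18 when adjusted over the list alone) (median -0.74, camera, adjusted p = 1.89e-06, and adjusted p = 0.162 with an estimated correlation). *Il12b* fell by 2.74, *Il6* by 2.67, *Il12a* by 2.66 and *Tnfsf15*, a ligand of the TNF family, by 2.55. Of 29 genes of DC maturation 1 rose and 22 fell (1 and 22 when adjusted over the list alone) (median -0.83, camera, adjusted p = 5.98e-07, and adjusted p = 0.162 with an estimated correlation), among them *Cd200* (-2.23), *Cd83* (-2.19) and *Stat4* (-1.95), which relays interleukin-12 signals. Of 30 interferon-stimulated genes 1 rose and 21 fell (2 and 23 when adjusted over the list alone) (median -1.002, camera, adjusted p = 2.05e-05, and adjusted p = 0.454 with an estimated correlation), with *Irf7*, a regulator of type I interferon, at -2.62, and the antiviral genes *Rsad2* and *Ifit1* at -2.58 and -1.92. Of 30 chemokines 2 rose and 16 fell (2 and 19 when adjusted over the list alone) (median -0.34, camera, adjusted p = 0.000583, and adjusted p = 0.185 with an estimated correlation), with *Cxcl5* at -2.39, *Ccl5* at -2.32 and *Cxcl2* at -1.54. In experiments 2, 3 and 4 the medians were -0.13, -0.92 and -1.23 for the NF-kB pathway, -0.17, -0.71 and -1.15 for cytokines, -0.46, -0.66 and -0.81 for DC maturation, -0.17, -0.50 and -0.49 for chemokines, and 0.08, -1.05 and -1.27 for interferon-stimulated genes. The median of the interferon-stimulated genes was thus not below 0 in experiment 2.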

### Changes in Expression of Genes in the Hemostasis Set

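The list of hemostasis genes fixed here moved in both directions. Of 42 measured genes 11 were higher and 8 lower in TM+ DCs, over all genes and when adjusted over the list alone, and 23 did not pass the test. The median log2 fold change was -0.07 and the mean 0.02, and the list did not shift to one side (camera, adjusted p = 0.38). CERNO on the PWF ranks of the sorted term, which leaves direction out, passed for the list (adjusted p = 0.000798). *Gna15*, which relays signals of thromboxane and other receptors, and *F5* were among the larger rises, and *F3* and *S1pr3* had the largest falls.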

As TM is a protein that, amongst other properties, can modulate coagulation, it is of interest that expression of the gene set “Hemostasis” was identified as being altered. Within the coagulation cascade genes whose expression was altered include tissue factor (*F3*) that initiates coagulation in the extrinsic pathway was down-regulated in TM^+^ DCs, while prekallikrein (*Pk*) which is involved with the contact phase in the intrinsic pathway and coagulation factor V (*F5*) in the common pathway were both up-regulated in TM^+^ DCs (Table 3). 

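*F3*, tissue factor, the cell-surface initiator of coagulation, was 5.51-fold lower in TM+ DCs, with a log2 fold change of -2.46 (standard error 0.40, adjusted p = 5.28e-05), and lower in 8 of 10 pairs of arrays. *F5*, the cofactor of factor Xa in thrombin generation, was 3.53-fold higher, at 1.82 (standard error 0.16, adjusted p = 1.63e-08), in 10 of 10 pairs. Its difference was 1.24 in untreated and 2.40 in sTM-treated cultures. *Klkb1*, the prekallikrein gene, was not analysed here.

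**Figure D4:**
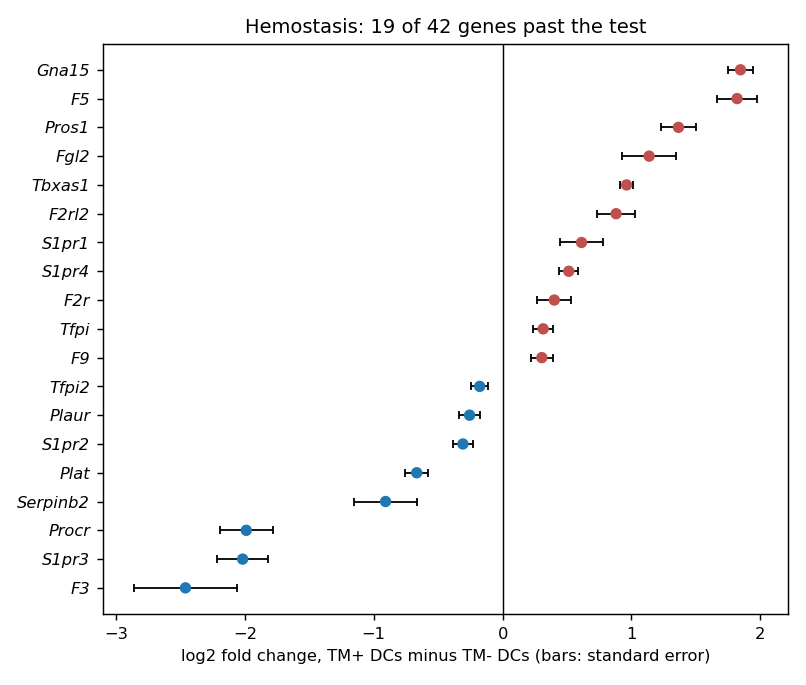
Log2 fold change between TM+ and TM- DCs (x axis) of the 19 hemostasis genes past the test (y axis), with bars for the standard error. The 11 genes higher in TM+ DCs are red and the 8 lower genes are blue, with *Gna15* and *F5* at the upper end and *F3* at the lower end.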

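The genes of 3 thrombin receptors were measured. *F2rl2* (PAR-3) was higher in TM+ DCs, with a log2 fold change of 0.88 (standard error 0.15, adjusted p = 8.55e-05), and higher in 10 of 10 pairs of arrays. *F2r* (PAR-1) was at 0.40 (standard error 0.13, adjusted p = 0.0228) and higher in 7 of 10 pairs, a value that was -0.01 without experiment 4 and was not called without any of 4 single arrays of untreated cultures of experiment 4. *F2rl3* (PAR-4) was at -0.17 (standard error 0.08, adjusted p = 0.0763). *F2rl1* (PAR-2), a receptor for trypsin-like proteases, was not analysed here.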

Of the protease activated receptors (PARs) that can serve as thrombin receptors, only the expression of PAR-3 (*F2rl2*) was altered, being up-regulated in TM^+^ DCs. Endothelial Protein C Receptor (EPCR; *Procr*) was down-regulated in TM^+^ DCs as was one of the sphingosine-1-phosphate receptors (*S1pr3*) that are potential downstream genes from EPCR [23]. In contrast, expression of another S1PR gene, *S1pr1*, also downsteam from EPCR was up-regulated in TM^+^ DCs.

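*Procr*, the receptor that presents protein C to the thrombin-TM complex, was 3.97-fold lower in TM+ DCs, with a log2 fold change of -1.99 (standard error 0.21, adjusted p = 2.09e-07). *S1pr3* was 4.05-fold lower, at -2.02 (standard error 0.20, adjusted p = 8.7e-08). *Procr* was lower in 10 and *S1pr3* in 10 of 10 pairs of arrays.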

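*S1pr1*, the receptor through which sphingosine-1-phosphate guides lymphocytes out of lymphoid organs, was higher in TM+ DCs by 0.61 (standard error 0.17, adjusted p = 0.00669) on the log2 scale, in 10 of 10 pairs of arrays. The difference was 0.37 (standard error 0.26, adjusted p = 0.359) in untreated and 0.85 (standard error 0.21, adjusted p = 0.00616) in sTM-treated cultures. The call was lost without experiment 4, where the value was 0.65.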

**Table 3:** Altered expression of hemostasis genes’, EPCR and Sphingosine phosphate receptors’ mRNA.

	TM^+^ DCs/TM^−^ DCs
EPCR	−3.5
S1PR1	1.9
S1PR3	−3.7
F5	3.46
PAI-1	−5.66
Tissue Factor	−5.83

Change in levels of expression of mRNA encoding some genes involved with hemostasis and down stream effects on inflammation, identified from the pathway analysis as part of the “Hemostasis” set.

### Difference in Arachidonic Acid Metabolism Pathways

One of the genes identified as having significantly changed expression in this analysis is lipoxygenase 15 (*Alox15*; 15LO) which is part of several inflammatory gene sets such as “TRAIL signaling pathway”, “Class 1 PI3K signaling events” and “EGF receptor (ErbB1) signaling pathway”. Several other enzymes involved with arachidonic acid metabolism are modestly increased including lipoxygenase 5 (*Alox5*; 5LO) while lipoxygenase 12 (*Alox12*; 12LO), both genes encoding prostaglandin E synthase 2 (*Ptges2* and *Ptges3*) and cyclooxygenase-2 (Ptgs2; COX-2) are significantly reduced. These changes will be expected to reduce pro-inflammatory prostaglandins synthesis and increase production of the anti-inflammatory lipoxins [24], [25].

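Genes of arachidonic acid metabolism moved in both directions in TM+ DCs. *Alox5*, which makes leukotriene A4, rose by 1.43 (standard error 0.17, adjusted p = 1.33e-06) and *Cysltr1*, a receptor for cysteinyl leukotrienes, by 1.66. *Ptgs2*, the inducible cyclooxygenase, was 9.01-fold lower, with a log2 fold change of -3.17 (standard error 0.52, adjusted p = 6.09e-05), and lower in 9 of 10 pairs of arrays. *Ptges*, the inducible prostaglandin E synthase, was 8.45-fold lower (adjusted p = 4.16e-07), and *Alox12* fell, at -1.15 (standard error 0.17, adjusted p = 1.36e-05). *Ptges2* was at 0.04 (standard error 0.13, adjusted p = 0.83) and *Ptges3* at 0.58 (standard error 0.15, adjusted p = 0.00524), which was not called without experiment 4. Of 43 genes of arachidonic acid metabolism 16 rose and 8 fell (16 and 9 when adjusted over the list alone). Their median was -0.02 as deposited, -0.10 after centring on the 75th percentile and 0.02 after quantile normalization, and their mean 0.10. Camera placed the list upward (adjusted p = 0.0312, and adjusted p = 0.162 with an estimated correlation), which did not hold without the genes of Table S1 (adjusted p = 0.222). CERNO on PWF ranks, which leaves direction out, gave an adjusted p of 2.5e-05.

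**Figure D5:**
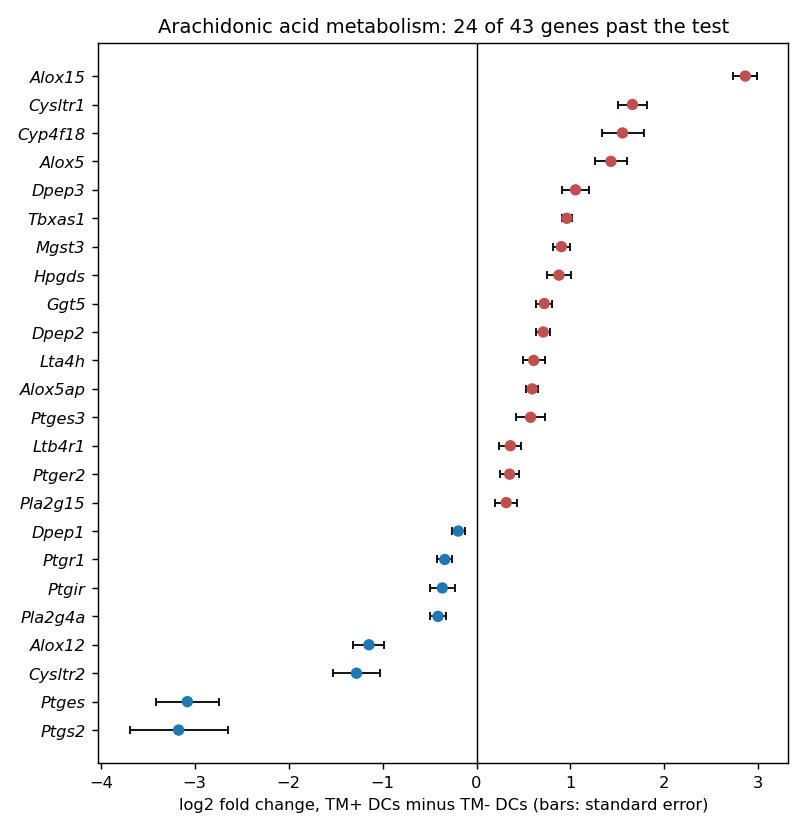
Log2 fold change between TM+ and TM- DCs (x axis) of the 24 genes of arachidonic acid metabolism past the test (y axis), with bars for the standard error. The 16 higher genes are red, with *Alox15* the farthest to the right, and the 8 lower genes are blue, with *Ptgs2* and *Ptges* the farthest to the left.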

### Changes in Protein Phosphorylation

In order to investigate if signaling pathways were altered in TM^+^ DCs when compared to TM^−^ DCs, the phosphorylation status of 40 phosphoproteins was carried out by analysis in Western blots of signals from specific anti-phosphoprotein antibodies (Table S2) that had been selected to represent a variety of cellular processes. These showed that there are significant changes in levels of several phosphoproteins when TM^+^ DCs were compared to TM^−^ DCs (Fig. 6). In particular, some phosphoproteins involved in cell cycle control were up-regulated (CDK1/2, Rb). 

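The mRNA of *Cdk1*, the kinase that drives entry into mitosis, was 4.18-fold higher in TM+ DCs, with a log2 fold change of 2.06 (standard error 0.19, adjusted p = 5.01e-08), and that of *Cdk2*, which acts at the entry into S phase, was 1.94-fold higher, at 0.96 (standard error 0.14, adjusted p = 1.06e-05). Each was higher in 10 of 10 pairs of arrays. Of 6 inhibitors of cyclin-dependent kinases 2 rose and 2 fell (2 and 3 when adjusted over the list alone), *Cdkn2c* by 1.33, *Cdkn2d* by 0.56, *Cdkn1b* by -0.42 and *Cdkn2b* by -0.62 (median -0.19, camera, adjusted p = 0.914).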

In some cases such as CDK1/2, the mRNA encoding the protein was also up-regulated in TM^+^ DCs, confirming that an increase occurred both at the mRNA level as well as in its activity.

**Figure 6:**
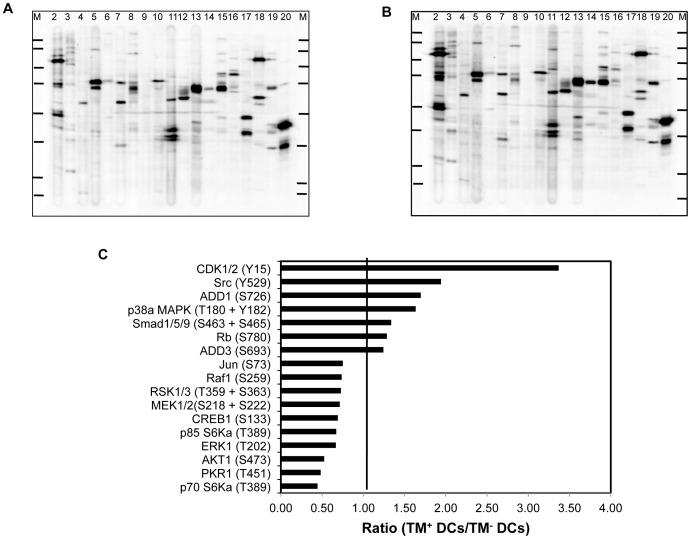
Alterations in phosphorylation of proteins in TM^+^ compared to TM^−^ DCs. Cell lysates were analyzed by Western blots in which individual tracks were probed with a panel of specific anti-phosphoprotein antibodies, developed and scanned. The values from TM^+^ DCs were compared to those from TM^−^ DCs as a ratio. The antibodies used are described in Table S2. The lines in lanes 1 and 21 represent the migration of the marker proteins. (A) representative Western blot of phosphoproteins from TM^+^ DCs. (B) representative Western blot of phosphoproteins from TM^+^ DCs. (C) Quantitation of Western blots showing phosphoproteins whose level had changed by >25%.

Interestingly, two adducin genes (*Add1* and *Add3*) have increased levels of phosphorylation in TM^+^ DCs that correlates with increased levels of mRNA encoding all three all forms of adducin (ADD1, ADD2 or ADD3) found in the microarray analysis. 

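Adducins cap actin filaments and tie them to spectrin. *Add3* was 3.36-fold higher in TM+ DCs, with a log2 fold change of 1.75 (standard error 0.13, adjusted p = 2.65e-09), and higher in 10 of 10 pairs of arrays. *Add1* was at 0.13 (standard error 0.06, adjusted p = 0.109) and *Add2* at -0.13 (standard error 0.06, adjusted p = 0.112). Of 25 genes of the actin cytoskeleton and the adducins 8 rose and 4 fell, over all genes and when adjusted over the list alone, among them *Flna* (filamin A, 0.75), *Marcksl1* (-0.99) and *Fscn1* (fascin, -0.84), with a median of 0.13 (camera, adjusted p = 0.075).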

Phosphorylation of adducins has been linked to cell motility and cell shape [26], [27]; this change in adducin expression and phosphorylation may explain the different morphology of TM^+^ DCs compared to TM^−^ DCs [11].

There is increased phosphorylation of proteins involved with cytokine signaling such as p38a MAPK and SMAD 1/3/5 in TM^+^ DCs compared to TM^−^ DCs. In contrast, there was down-regulation of phosphorylation of other signaling kinases such as MEK1/2 and ERK1. These data suggest that responses to cytokines will be different in TM^+^ DCs compared to TM^−^ DCs.

### More TM^+^ than TM^−^ DCs are in Cell Cycle

Based on the pathway analysis data, we predicted that more TM^+^ DCs than TM^−^ DCs would be actively in the cell cycle. To test this, we determined the fraction of cells that were dividing by flow cytometry of propidium iodide-labeled cells and demonstrated that there were more TM^+^ DCs in S phase than TM^−^ DCs (TM^+^ DCs: 8.00±0.07% vs. TM^−^ DCs: 3.13±0.08%, p<0.0001; Fig. 7A).

**Figure 7:**
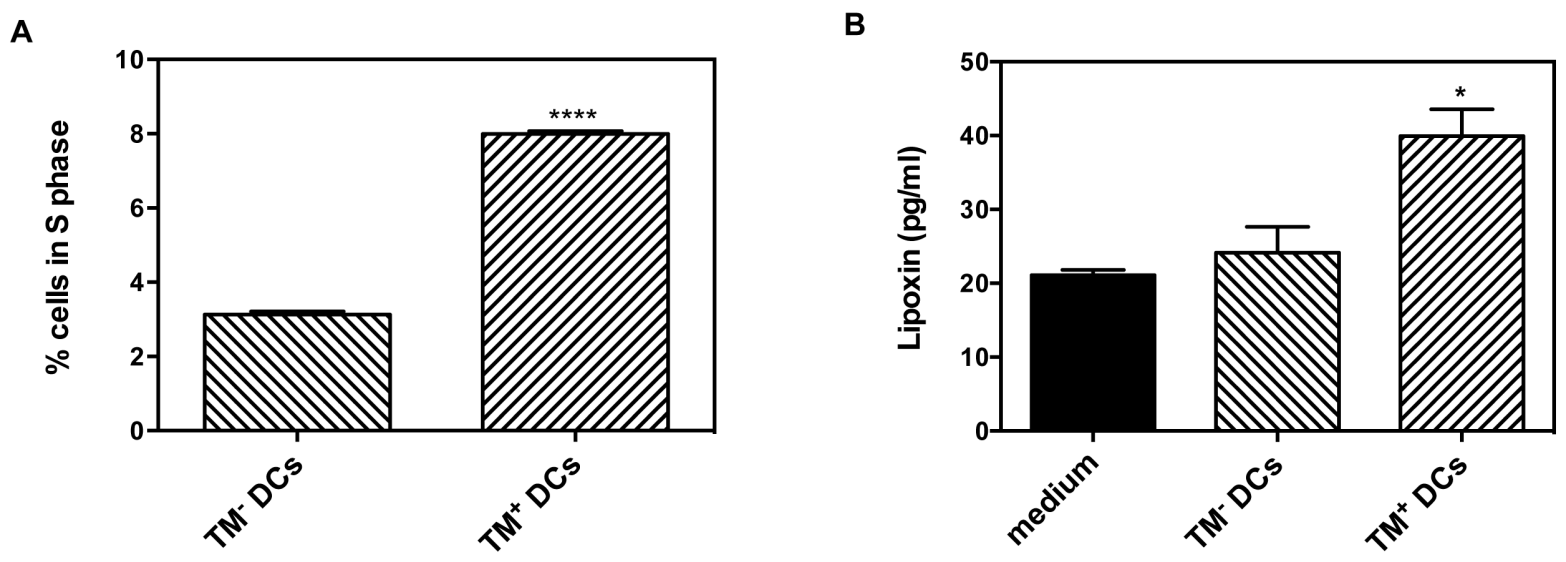
TM^+^ DCs have altered cell cycle, lipoxin production. (A) DCs were cultured in the presence of sTM before sorting into TM^+^ and TM^−^ DCs. Cells were labeled with propidium iodide and analyzed by flow cytometry after 24 hr in culture. The percentage of cells in S phase was calculated. Data was analyzed by Students t test. ****p<0.0001. The mean of 3 experiments is shown with error bars indicating ± sem. (B) DCs were cultured in the presence of sTM before sorting into TM^+^ and TM^−^ DCs. Lipoxin in conditioned medium was determined by ELISA. Data were analyzed by one-way ANOVA followed by post hoc Bonferroni correction. *p<0.05. The mean of 3 experiments is shown with error bars indicating ± sem.

### TM^+^ DCs have Altered Arachidonic Acid Metabolism Compared to TM^−^ DCs

Analysis of the pathway data also predicted that arachidonic acid metabolism would be modified in TM^+^ DCs such that levels of lipoxins would be increased. The levels of lipoxin were measured in cell culture medium and were found to be significantly increased in the medium from TM^+^ DCs compared to levels in medium alone or in medium from TM^−^ DCs (TM^+^ DCs: 40±3.6 pg/ml vs TM^−^ DCs: 24±3.5 pg/ml vs medium: 21±0.7 pg/ml p<0.05 for TM^+^ DCs vs TM^−^ DCs or medium; Fig. 7B). This change in lipid mediators demonstrate that the changes in mRNA encoding key enzymes in arachidonic acid metabolism result in changes in the quantities of their products produced by the DCs and that these changes are consistent with the alteration in properties between TM^+^ and TM^−^ DCs.

### Antagonism of IL-10 Prevents Induction of TM^+^ DCs by sTM

Because of the importance of IL-10 as an anti-inflammatory moiety as well as its non-concordance between RNA and protein expression, we investigated further its role in inducing TM^+^ DCs. Either untreated DCs or DCs treated with sTM were cultured from day 4 in the presence of a mAb that neutralizes IL-10 before analysis by flow cytometry on day 6 (Fig. 8). In the absence of sTM, the neutralizing antibody significantly reduced the percentage of TM^+^ DCs (untreated+control IgG: 4.36±0.38%; untreated+anti-IL-10 mAb: 2.78±0.38%, p<0.05). Similarly in the presence of sTM the increased percentage of TM^+^ DCs was also reduced by inclusion of the neutralizing anti-IL-10 mAb in the culture (sTM treated+control IgG: 9.94±0.93%; sTM treated+anti-IL-10 mAb: 3.87±0.38%; p<0.0001). These results suggest that IL-10 may be mediating part of sTM’s effects on DCs.

**Figure 8:**
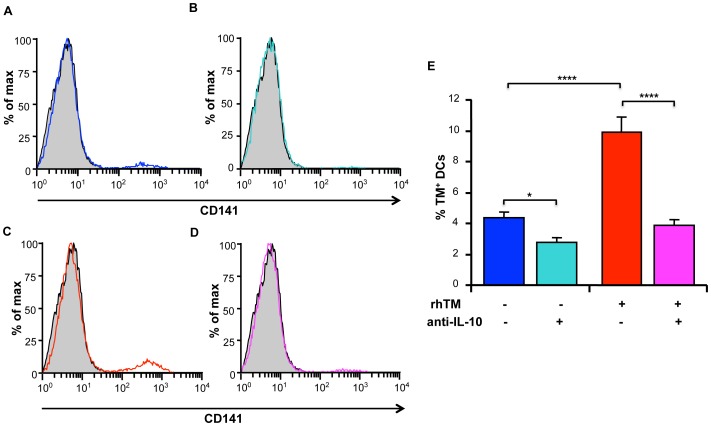
Antagonism of IL-10 prevents induction of TM on DCs treated with sTM. DCs were cultured in the presence of sTM from day 4. Neutralizing anti-mouse IL-10 mAb (clone: 2A5) or irrelevant control IgG were added on day 4 at a final concentration of 10** µ**g/ml. Cells were collected on day 6 and stained with mAb to CD11c and TM. CD11c^+^ cells were gated and expression of TM was analyzed by flow cytometry. Isotype control is shown in gray. (A) Untreated DCs with added control rat IgG. (B) Untreated DCs with added anti-IL-10 mAb. (C) sTM treated DCs with added control IgG. (D) sTM treated DCs with added anti-IL-10 mAb. (E) The mean percentage of TM^+^ DCs was calculated from three experiments is shown with error bars indicating ± sd. Data were analyzed by one-way ANOVA followed by post hoc Bonferroni correction. *p<0.05 and ****p<0.0001.

### TM^+^ DCs Activate proCPB2 and Protein C

Previous studies have demonstrated the presence of TM on the cell membrane of DCs but whether it can activate proCPB2 and protein C is unknown. To clarify this we differentiated DCs from mouse bone marrow cells, separated them into TM^+^ and TM^−^ DCs and then cultured them in the presence of thrombin and PC or proCPB2. After inhibiting thrombin, the conditioned medium was then assayed for the presence of either aPC or CPB2. The results showed enhanced generation of aPC and CPB2 in the supernatants of TM^+^ DCs compared to TM^−^ DCs (Fig. 9A & 9B). The enhanced activation of PC and proCPB2 was inhibited by including a polyclonal anti-mouse TM antibody in the incubation medium, demonstrating that the activation of PC and proCPB2 was dependent on the TM expressed on DCs.

**Figure 9:**
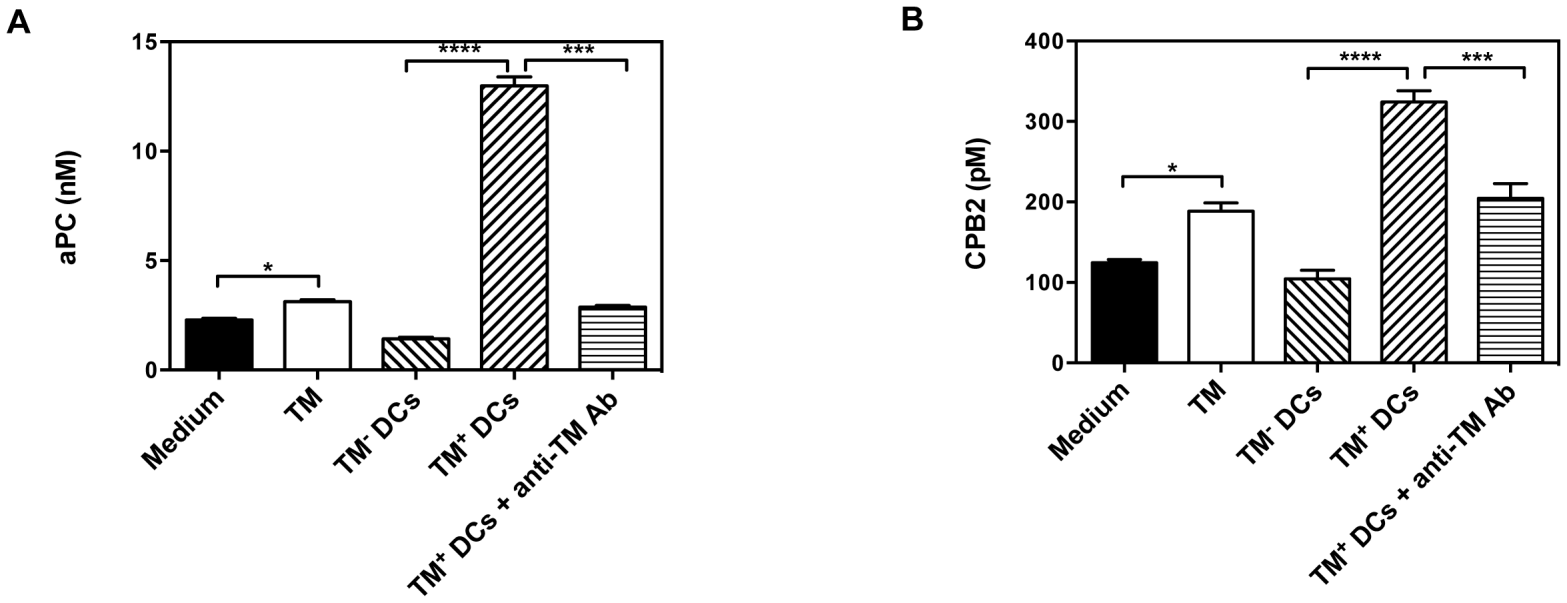
TM^+^ DCs can activate PC and proCPB2. DCs were cultured in the presence of rhTM before sorting into TM^+^ and TM^−^ DCs. (A) Thrombin and PC were incubated with the cells and the generation of aPC was measured. Data were analyzed by one-way ANOVA followed by post hoc Bonferroni correction. *p<0.05; ***p<0.001 and ****p<0.0001. The mean of 3 experiments is shown with error bars indicating ± sem. (B) Thrombin and proCPB2 were incubated with the cells and the generation of CPB2 was measured. Data were analyzed by one-way ANOVA followed by post hoc Bonferroni correction. *p<0.05; ***p<0.001 and ****p<0.0001. The mean of 3 experiments is shown with error bars indicating ± sem.

## Discussion

Earlier we had shown that adoptive transfer of TM^+^ DCs into naïve mice protected them from airway hypersensitivity while adoptive transfer of TM^−^ DCs exacerbated the disease [11]. Here we show that even in cultures that had not been treated with sTM, the TM^+^ DCs had reduced expression of maturation markers similar to that seen in the cultures that had been treated with sTM. In order to understand in more detail the differences in properties between TM^+^ and TM^−^ DCs as well as to investigate the effect of sTM treatment, in this study we analyzed the DCs for alterations in mRNA and miRNA levels and phosphorylation of proteins. In all of the analyses, major differences were identified between TM^+^ and TM^−^ DCs suggesting that expression of TM on the cell surface was indicative of major changes in gene expression and cell signaling. Levels of mRNA were also modulated by treatment with sTM as well as, in some cases, an interaction between sTM treatment and the status of TM expression on the DCs.

IL-10 is an important anti-inflammatory cytokine whose levels were decreased in TM^+^ DCs compared to TM^−^ DCs in the RNA analyses but increased in the protein analysis. When the role of IL-10 was investigated further by antagonizing it with a neutralizing antibody, the percentage of TM^+^ DCs was decreased. That suggests that IL-10 plays a role in the induction of TM^+^ DCs both in control cultures as well as in ones treated with sTM and implies that IL-10 is downstream from the interaction of sTM with DCs. The data from the treatment with anti-IL-10 mAb is consistent with the presence of IL-10 in the medium. The lack of concordance between IL-10 mRNA and proteins levels could be reconciled as IL-10 protein was determined by ELISA of the culture medium, which represents the accumulated production between day 4 and day 6. In contrast the mRNA levels measure the amount present in the DCs on day 6. If there is an early response to sTM treatment causing transient production of IL-10 then the results of RNA and protein analyses might be discordant. In the human system IL-10 treatment has been shown to induce tolerance in monocyte derived DCs [28] consistent with the data shown here on DCs derived from mouse bone marrow.

As miRNAs can control levels of mRNA and their translation, we determined if any miRNAs were significantly modulated when TM^+^ DCs were compared to TM^−^ DCs. Levels of several miRNAs such as miR-27a*, miR-31, miR-146a and miR-155 were found to be significantly altered. miR-31 down-regulates cell adhesion molecules [29] and miR-27a* reduces the cytotoxicity of NK cells by down-regulating perforin1 and granzyme B expression [30]. Antigen presentation is regulated by miR-155 while miR-146a is involved in innate immunity through regulation of Toll-like receptor signaling and cytokine responses [31], [32]. Thus these miRNAs may be playing similar roles to those reported in modulating the phenotype of TM^+^ DCs.

For an overview of the changes at a different level, the status of phosphorylation on 40 phosphoproteins was analyzed in TM^+^ DCs. Confirming the data from the mRNA analysis, changes were found in kinases that control the cell cycle as well as in cytokine signaling. The changes in phosphoprotein status were concordant with the changes in gene expression. Interestingly, the phosphorylation of adducin-α (*Add1*) and adducin–γ (*Add3*) were increased in TM^+^ DCs as was the mRNA encoding adducin-γ. Adducins cap the actin filaments and phosphorylation disrupts the cytoskeleton [33], which could lead to the changes in cell shape and motility observed in TM^+^ DCs.

When pathway analysis was carried out on the genes whose expression was altered when TM^+^ DCs were compared to TM^−^ DCs, a number of intriguing gene sets was identified. Several of the identified pathways have clear functions in inflammation and the immune system and therefore may contribute to the mechanism by which TM^+^ DCs become tolerogenic. Several genes affecting metabolism of arachidonic acid were modulated, suggesting that alterations in levels of prostenoids or thromboxane might be involved. One of the genes whose expression is altered is dipeptidase2 (*Dpep2*) that is responsible for the conversion of leukotriene D4 to leukotriene E4 that may mediate many of the features of asthma [34], [35]. 

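*Dpep2* was higher in TM+ DCs by 0.71 (standard error 0.07, adjusted p = 1.78e-07) on the log2 scale, in 10 of 10 pairs of arrays. The difference was 0.61 in untreated and 0.81 in sTM-treated cultures (standard errors 0.11 and 0.09).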

We compared the levels of lipoxin in culture medium from TM^+^ DCs with those from TM^−^ DCs and found that it was increased. As lipoxins play an anti-inflammatory role as well as promote the resolution of inflammation [36], [37], the increase in lipoxin levels in TM^+^ DCs is consistent with their tolerogenic role recently reported in asthma [38].

Another group of gene sets that was identified by the comparison of TM^+^ to TM^−^ DCs is involved with pathways controlling the cell cycle. Among these gene sets, cyclins and cell division kinases (e.g., CDK1) were increased in TM^+^ DCs suggesting that more of these cells were dividing. 

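Genes that act before mitosis were higher in TM+ DCs as well. Of 57 genes of DNA replication and the G1/S transition 53 rose and 2 fell (53 and 2 when adjusted over the list alone) (median 0.94, camera, adjusted p = 6.51e-29, and adjusted p = 0.147 with an estimated correlation). *Rrm2*, which supplies deoxynucleotides, rose by 2.61, *Pole*, a replicative DNA polymerase, by 2.40, and *Mcm6* and *Mcm5* of the replicative helicase by 2.14 and 2.03. Of 31 histone genes expressed in S phase 25 rose and 1 fell (25 and 1 when adjusted over the list alone) (median 0.88, camera, adjusted p = 2.26e-17, and adjusted p = 0.108 with an estimated correlation), with *H2ac4* at 2.74, *H2bc3* at 2.12 and *H1f5* at 2.10. The medians in experiments 2, 3 and 4 were 0.73, 0.61 and 1.37 for DNA replication and 0.72, 0.60 and 1.23 for histones.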

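Genes that assemble ribosomes were higher in TM+ DCs. Of 44 genes of ribosome biogenesis 37 rose and 1 fell (37 and 1 when adjusted over the list alone) (median 0.82, camera, adjusted p = 1.32e-17, and adjusted p = 0.162 with an estimated correlation). *Dkc1* and *Nop58*, which modify ribosomal RNA, rose by 2.21 and 2.14, *Tsr1* by 1.53 and the helicase gene *Ddx21* by 1.26. Of 60 proteins of the cytosolic ribosome 28 rose and 1 fell (29 and 1 when adjusted over the list alone) (median 0.22, camera, adjusted p = 1.05e-09, and adjusted p = 0.162 with an estimated correlation), with *Rpl10a* at 0.67, *Rpl12* at 0.65, *Rpl7l1* at 0.62 and *Rpl5* at 0.50. The number of ribosomal proteins that rose was 16 after centring on the 75th percentile and 12 after quantile normalization.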

The changes in gene sets for ribosome synthesis and protein translation are consistent with an increase in cell division. Measurement of the proportion of dividing cells confirmed this prediction, thereby showing that the analyses of the levels of mRNA, miRs and protein phosphorylation have uncovered new biological properties of the TM^+^ DCs.

Previous studies have shown that TM is expressed on the surface of DCs but its function has not been characterized [11], [39], [40]; in particular, the role of TM on DCs in the generation of aPC and CPB2 was unknown. In the present study, we found that TM on DC surface possesses cofactor activity for activation of protein C and proCPB2 by thrombin. Induction of TM on the DC surface would localize the production of aPC and CPB2 to that surface.

Taken together our data shows that gene expression in TM^+^ DCs is profoundly different from that in TM^−^ DCs leading to changes in observable phenotype such as lipoxin production, rate of cell division and TM activity. These phenotypic alterations are consistent with the change from TM^−^ DCs being immunogenic to TM^+^ DCs being tolerogenic.

## Supporting Information

Figure S1 **The top 100 gene sets identified as described in Materials and Methods are plot as a design structure matrix against the top 77 genes within those sets that changed significantly.** A square is colored if a gene (column) belongs to a set (row). B. Heat map of the genes identified by the CERNO analysis of gene sets. Yellow is up-regulated, and blue is down-regulated. The depth of the colors is based on rescaled Z-values, with high values being yellow and low values blue.
(PDF) Click here for additional data file.

Table S1 **Top 100 probes changed between TM+ and TM- DCs (A); Top 100 probes changed between sTM treated and untreated DCs (B).**
(XLSX) Click here for additional data file.

Table S2 **Antibodies used to detect phosphoproteins in** **Figure 6** **.**
(XLSX) Click here for additional data file.

Methods S1 **Ranking of transcripts using linear mixed effects model statistics.**
(DOCX) Click here for additional data file.

## References

[1] EsmonNL, OwenWG, EsmonCT (1982) Isolation of a membrane-bound cofactor for thrombin-catalyzed activation of protein C. J Biol Chem. 257: 859–864.6895633

[2] SuzukiK, KusumotoH, DeyashikiY, NishiokaJ, MaruyamaI, et al (1987) Structure and expression of human thrombomodulin, a thrombin receptor on endothelium acting as a cofactor for protein C activation. EMBO J 6: 1891–1897.282071010.1002/j.1460-2075.1987.tb02448.xPMC553573

[3] MorserJ (2012) Thrombomodulin links coagulation to inflammation and immunity. Curr Drug Targets 13: 421–431.2220625010.2174/138945012799424606

[4] NesheimM, WangW, BoffaM, NagashimaM, MorserJ, et al (1997) Thrombin, thrombomodulin and TAFI in the molecular link between coagulation and fibrinolysis. Thromb Haemost 78: 386–391.9198184

[5] WangW, NagashimaM, SchneiderM, MorserJ, NesheimM (2000) Elements of the primary structure of thrombomodulin required for efficient thrombin-activable fibrinolysis inhibitor activation. J Biol Chem 275: 22942–22947.1080182110.1074/jbc.M001760200

[6] MorserJ, GabazzaEC, MylesT, LeungLL (2010) What has been learnt from the thrombin-activatable fibrinolysis inhibitor-deficient mouse? J Thromb Haemost 8: 868–876.2012886610.1111/j.1538-7836.2010.03787.x

[7] EsmonCT (2003) The protein C pathway. Chest 124: 26S–32S.1297012110.1378/chest.124.3_suppl.26s

[8] ConwayEM, Van de WouwerM, PollefeytS, JurkK, Van AkenH, et al (2002) The lectin-like domain of thrombomodulin confers protection from neutrophil-mediated tissue damage by suppressing adhesion molecule expression via nuclear factor kappaB and mitogen-activated protein kinase pathways. J Exp Med 196: 565–577.1220887310.1084/jem.20020077PMC2193995

[9] GeudensN, Van de WouwerM, VanaudenaerdeBM, VosR, Van De WauwerC, et al (2008) The lectin-like domain of thrombomodulin protects against ischaemia-reperfusion lung injury. Eur Respir J 32: 862–870.1850881710.1183/09031936.00157107

[10] Van de WouwerM, PlaisanceS, De VrieseA, WaelkensE, CollenD, et al (2006) The lectin-like domain of thrombomodulin interferes with complement activation and protects against arthritis. J Thromb Haemost 4: 1813–1824.1687922510.1111/j.1538-7836.2006.02033.x

[11] TakagiT, TaguchiO, TodaM, RuizDB, BernabePG, et al (2011) Inhibition of allergic bronchial asthma by thrombomodulin is mediated by dendritic cells. Am J Respir Crit Care Med 183: 31–42.2070982510.1164/rccm.201001-0107OC

[12] InabaK, InabaM, RomaniN, AyaH, DeguchiM, et al (1992) Generation of large numbers of dendritic cells from mouse bone marrow cultures supplemented with granulocyte/macrophage colony-stimulating factor. J Exp Med 176: 1693–1702.146042610.1084/jem.176.6.1693PMC2119469

[13] R Development Core Team (2005). Vienna, Austria: R Foundation for Statistical Computing.

[14] BenjaminiY, HochbergY (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing.. Journal of the Royal Statistical Society Series B 57: 289–300.

[15] YamaguchiKD, RudermanDL, CrozeE, WagnerTC, VelichkoS, et al (2008) IFN-beta-regulated genes show abnormal expression in therapy-naive relapsing-remitting MS mononuclear cells: gene expression analysis employing all reported protein-protein interactions. J Neuroimmunol 195: 116–120.1827997410.1016/j.jneuroim.2007.12.007

[16] SuzukiK, StenfloJ, DahlbackB, TeodorssonB (1983) Inactivation of human coagulation factor V by activated protein C. J Biol Chem. 258: 1914–1920.6687387

[17] BajzarL, MorserJ, NesheimM (1996) TAFI, or plasma procarboxypeptidase B, couples the coagulation and fibrinolytic cascades through the thrombin-thrombomodulin complex. J Biol Chem 271: 16603–16608.866314710.1074/jbc.271.28.16603

[18] VilladangosJA, CardosoM, SteptoeRJ, van BerkelD, PooleyJ, et al (2001) MHC class II expression is regulated in dendritic cells independently of invariant chain degradation. Immunity 14: 739–749.1142004410.1016/s1074-7613(01)00148-0

[19] HerrmannTL, AgrawalRS, ConnollySF, McCaffreyRL, SchlomannJ, et al (2007) MHC Class II levels and intracellular localization in human dendritic cells are regulated by calmodulin kinase II. J Leukoc Biol 82: 686–699.1758666110.1189/jlb.0107045

[20] ChenT, LiZ, JingT, ZhuW, GeJ, et al (2011) MicroRNA-146a regulates the maturation process and pro-inflammatory cytokine secretion by targeting CD40L in oxLDL-stimulated dendritic cells. FEBS Lett 585: 567–573.2123625710.1016/j.febslet.2011.01.010

[21] Dunand-SauthierI, Santiago-RaberML, CapponiL, VejnarCE, SchaadO, et al (2011) Silencing of c-Fos expression by microRNA-155 is critical for dendritic cell maturation and function. Blood 117: 4490–4500.2138584810.1182/blood-2010-09-308064

[22] TurnerML, SchnorfeilFM, BrockerT (2011) MicroRNAs regulate dendritic cell differentiation and function. J Immunol 187: 3911–3917.2196931510.4049/jimmunol.1101137

[23] NiessenF, SchaffnerF, Furlan-FreguiaC, PawlinskiR, BhattacharjeeG, et al (2008) Dendritic cell PAR1-S1P3 signalling couples coagulation and inflammation. Nature 452: 654–658.1830548310.1038/nature06663

[24] LevyBD, ClishCB, SchmidtB, GronertK, SerhanCN (2001) Lipid mediator class switching during acute inflammation: signals in resolution. Nat Immunol 2: 612–619.1142954510.1038/89759

[25] SerhanCN (2002) Lipoxins and aspirin-triggered 15-epi-lipoxin biosynthesis: an update and role in anti-inflammation and pro-resolution. Prostaglandins Other Lipid Mediat 68–69: 433–455.10.1016/s0090-6980(02)00047-312432935

[26] FukataY, OshiroN, KinoshitaN, KawanoY, MatsuokaY, et al (1999) Phosphorylation of adducin by Rho-kinase plays a crucial role in cell motility. J Cell Biol 145: 347–361.1020902910.1083/jcb.145.2.347PMC2133101

[27] LarssonC (2006) Protein kinase C and the regulation of the actin cytoskeleton. Cell Signal 18: 276–284.1610947710.1016/j.cellsig.2005.07.010

[28] Torres-AguilarH, Aguilar-RuizSR, Gonzalez-PerezG, MunguiaR, BajanaS, et al (2010) Tolerogenic dendritic cells generated with different immunosuppressive cytokines induce antigen-specific anergy and regulatory properties in memory CD4+ T cells. J Immunol 184: 1765–1775.2008366210.4049/jimmunol.0902133

[29] ValastyanS, WeinbergRA (2011) Roles for microRNAs in the regulation of cell adhesion molecules. J Cell Sci 124: 999–1006.2140287310.1242/jcs.081513PMC3056602

[30] KimTD, LeeSU, YunS, SunHN, LeeSH, et al (2011) Human microRNA-27a* targets Prf1 and GzmB expression to regulate NK-cell cytotoxicity. Blood 118: 5476–5486.2196059010.1182/blood-2011-04-347526PMC3217350

[31] PedersenI, DavidM (2008) MicroRNAs in the immune response. Cytokine 43: 391–394.1870132010.1016/j.cyto.2008.07.016PMC3642994

[32] BaiY, QianC, QianL, MaF, HouJ, et al (2012) Integrin CD11b negatively regulates TLR9-triggered dendritic cell cross-priming by upregulating microRNA-146a. J Immunol 188: 5293–5302.2255155310.4049/jimmunol.1102371

[33] ZhaoKN, MasciPP, LavinMF (2011) Disruption of spectrin-like cytoskeleton in differentiating keratinocytes by PKCdelta activation is associated with phosphorylated adducin. PLoS One 6: e28267.2216328910.1371/journal.pone.0028267PMC3233558

[34] HabibGM, ShiZZ, CuevasAA, LiebermanMW (2003) Identification of two additional members of the membrane-bound dipeptidase family. FASEB J 17: 1313–1315.1273880610.1096/fj.02-0899fje

[35] Austen KF, Maekawa A, Kanaoka Y, Boyce JA (2009) The leukotriene E4 puzzle: finding the missing pieces and revealing the pathobiologic implications. J Allergy Clin Immunol 124: 406–414; quiz 415–406.10.1016/j.jaci.2009.05.046PMC273926319647860

[36] SpiteM, SerhanCN (2010) Novel lipid mediators promote resolution of acute inflammation: impact of aspirin and statins. Circ Res 107: 1170–1184.2107171510.1161/CIRCRESAHA.110.223883PMC3027152

[37] MadernaP, GodsonC (2009) Lipoxins: resolutionary road. Br J Pharmacol 158: 947–959.1978566110.1111/j.1476-5381.2009.00386.xPMC2785518

[38] BarnigC, CernadasM, DutileS, LiuX, PerrellaMA, et al (2013) Lipoxin a4 regulates natural killer cell and type 2 innate lymphoid cell activation in asthma. Sci Transl Med 5: 174ra126.10.1126/scitranslmed.3004812PMC382336923447017

[39] MacDonaldKP, MunsterDJ, ClarkGJ, DzionekA, SchmitzJ, et al (2002) Characterization of human blood dendritic cell subsets. Blood 100: 4512–4520.1239362810.1182/blood-2001-11-0097

[40] UrbanBC, CorderyD, ShafiMJ, BullPC, NewboldCI, et al (2006) The frequency of BDCA3-positive dendritic cells is increased in the peripheral circulation of Kenyan children with severe malaria. Infect Immun 74: 6700–6706.1700072510.1128/IAI.00861-06PMC1698077

# Supplementary material for: Differential Gene Expression in Thrombomodulin (TM; CD141)+ and TM− Dendritic Cell Subsets
**Source:** PLoS One. 2013 Aug 23;8(8):e72392. doi: 10.1371/journal.pone.0072392
**Supplement:** Methods S1 — Ranking of transcripts using linear mixed effects model statistics.

**Supplemental Methods S1: Ranking of transcripts using linear mixed effects model statistics**

Based on the experimental design, the data were analyzed using a linear mixed effects model for each transcript. The function lmer from the R (v2.11.1) library lme4 (v0.999375-41) was used for the model. The transcript expression value served as the dependent variable. We modeled the dependence of gene expression on the fixed effects TM sorting and TM treatment, and their interaction. The experiment was included as a random effects term to compensate for experiment-to-experiment variation in gene expression. The F-values for each fixed-effects term in each model were captured. Because we were interested in the specificity of the effect for the terms on the expression of each probe set, we calculated a proportion-weighted F (PWF) to rank probes sets. For k terms in the model, PWF of the kth term was calculated as PWF_k = F_k * F_k / sum_(i=1)^k F_i.

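PWF scales the F-value of a term by that term's share of the 3 F-values of the same transcript, so that a transcript with a strong effect of sorting and little of treatment or interaction keeps nearly its whole F-value. For *Alox15* the F-value of the sorted term was 433 and the PWF 431. For *Tspan32* the F-values were 17.7 for sorting, 90.6 for treatment and 33.2 for the interaction, which gave a PWF of treatment of 58.0. The F-values, computed by restricted maximum likelihood with 1 numerator degree of freedom, returned the same 100 of 100 transcripts as Table S1 for the sorted and for the treatment term. The largest difference from the paper's PWF values was 1.82% for the sorted and 5.60% for the treatment term.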

To characterize whether observed PWF values were large enough to be significant compared to random variation, we generated simulated PWF values by permutation of sample labels. The PWF values for each term in the model for 500 random label permutations were computed and results plotted and compared to PWF values calculated for the actual data.

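A permutation keeps each array's values and reassigns the group labels. The true labels keep together the 2 arrays of a group within an experiment, which correlate at a median of 0.996. The permutations part them, so the permuted PWF may lie too low, and values above it do not alone exclude chance. With 100 permutations the mean of the highest PWF was 29.2 for the sorted, 26.9 for the treatment and 27.4 for the interaction term. When the labels were exchanged only within an experiment, the 95th percentiles of the highest value were 40.3, 35.1 and 39.6.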

How the deposited data were processed for this re-analysis (not part of the article)

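Gene expression was measured with Affymetrix mouse whole-transcript arrays in DCs grown from bone marrow of Balb/c mice with GM-CSF. The 20 arrays of sorted DCs come from experiments 2, 3 and 4 and hold TM+ and TM- DCs from cultures treated with soluble TM (6 arrays each) and from untreated cultures (4 arrays each). The 16 arrays of unsorted DCs come from experiments 1, 2 and 3, with 8 arrays of treated and 8 of untreated cultures. All 36 arrays were used.

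The authors corrected the background, normalized the arrays and summarized probes into transcript clusters with RMA, and the deposited values are intensities on a linear scale. Whether all arrays were normalized together is not given in the sources used here. Detection calls were not used here, so that low values were not separated from the background of the arrays.

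From the deposited intensities the log2 was taken, with no further filter or scaling. Gene symbols came from the platform annotation. One transcript cluster per symbol, the one with the highest mean over all arrays among clusters with exactly 1 symbol, was tested, and 999 symbols had more than 1 such cluster. Of the 19938 symbols, 19856 had their gene ID in the RefSeq table. Genes of the paper with no cluster of their own under this rule were not analysed here. For the sorting effect, none of the other clusters of a named gene passed the test in the opposite direction.

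The model of the sorted DCs held sorting, treatment and their interaction, with experiment as a random block whose correlation limma estimated (limma 3.58.1 with statmod 1.5.0 in R 4.3.3). The sorting effect is the mean of the differences in untreated and in treated cultures, and the treatment effect the mean of those in TM+ and TM- DCs. Unsorted DCs were fitted alone, with treatment and the same block. All p-values of single genes are from limma's moderated test, adjusted by the Benjamini-Hochberg method over the genes tested. In tests of 34 gene lists, camera with a preset correlation of 0.01 was the main test, adjusted over the lists, and camera with an estimated correlation and fry were run beside it. The lists were written from general knowledge of cell cycle, inflammation, antigen presentation, metabolism, coagulation and marker genes of bone marrow cells. They hold 885 memberships with a measured gene and 56 without. The proportion-weighted F (PWF) was computed from the paper's mixed model by restricted maximum likelihood over all transcript clusters, with 100 permutations of the array labels. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for correlations, clustering and figures.

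The genes to be named were fixed by a rule before the data were examined, as were the gene lists, the models and the alternatives, apart from those said to have been added later. The rule takes each gene the paper names and, for the sorting and the treatment effect, the 10 largest rises and 10 largest falls past the test and in the same direction in all 10 pairs of arrays (for treatment, in all 4 comparisons within an experiment and a fraction). It also takes, per gene list, 2 to 4 members with the largest change past the test, the 4 genes with the smallest interaction p, and up to 5 rises and 5 falls in unsorted DCs. The values in the paper's tables had been seen when the rule was written. Other members of a list were named after their values had been seen.

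Each test was first tested on simulated data with the design and the number of genes of its comparison. Of genes changed by 0.5, 1 and 2 on the log2 scale, limma called 76.5%, 100% and 100% for sorting, 80.9%, 95.5% and 100% for treatment in sorted DCs, 23.5%, 74.2% and 100% for the interaction, and 63.2%, 95.5% and 98.5% for treatment in unsorted DCs. Among the unchanged genes of the 19938 it called 7, 12, 2 and 7. The F-values differed by less than 1% from those of lme4 1.1.37 in 200 of 200 simulated transcripts for each term, and camera called 1 raised list and 0 of the other lists.

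The alternatives were experiment as a fixed factor, no experiment term, blocks by replicate number, a filter on dim genes (below the 25th percentile), all transcript clusters, centring of each array on its 75th percentile, quantile normalization, moderation with a trend and robust variances, array weights, the paper's mixed model for each transcript, and leaving out each array and each experiment in turn. For PWF they were the order of terms, a fixed experiment term and permutation within experiments, for clustering other distances, linkages and transcripts, and for gene lists the set tests above, CERNO on PWF ranks and lists without the transcripts of Table S1. Centring on the 75th percentile moved the median difference of all genes between TM+ and TM- DCs from -0.08 to -0.16, and quantile normalization moved it to -0.03.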

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

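The tests of cholesterol synthesis genes and those of the parts of experiment 1 were chosen after the data had been seen, as was the exchange of treatment within pairs, and the others were planned.

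Correlations with the other arrays of a group and the expression of genes the paper shows as examples were examined for a single array that stood apart from its group. Of 26 groups of values 2 had one, and chance gives about 5% of such groups. Among TM- DCs of sTM-treated cultures, array 3-1 had the highest median correlation with the others of its group, 0.983. A highest value marks the array most like its group. Among TM- DCs of untreated cultures, array 3-1 had the lowest, 0.977. The test did not mark TM- array 3-2 of the sTM-treated cultures. That array had the lowest array weight of the sorted arrays, 0.244, and the lowest median correlation with all arrays, 0.951.

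The effect of sTM differed between the fractions for *Gcsam*, with an interaction of -1.30 (standard error 0.16, adjusted p = 0.00122), and for *Srebf2*, with -0.86 (standard error 0.13, adjusted p = 0.0234). The true labels called 2 genes, and the other 99 of 100 assignments of the labels called at most 3. Of the 100, 2 called as many, the true one included. The true labels keep together the 2 arrays of a group within an experiment, which correlate at a median of 0.996. The other assignments part them, so chance is not excluded by this comparison. At an unadjusted p under 0.05, 26 of 100 assignments, the true one included, called at least as many (1241 with the true labels, at most 5583 in the others). With each culture as a block 0 genes were called. *Srebf2* encodes the regulator of the cholesterol synthesis genes, whose interaction is given next. It is itself one of the 21 genes of that list and the only one past the test over all genes. Its call and the list result are therefore not independent.

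Genes of cholesterol synthesis were lower with sTM in TM+ but not in TM- DCs, with a median interaction of -0.63 over 21 genes (0.28 is the spread, taken as the interquartile range divided by 2, camera with an estimated correlation, adjusted p = 0.0168, fry, adjusted p = 0.00101). TM- array 3-2 of the sTM-treated cultures is argued against as the whole cause. Without it the median was -0.59 (spread 0.29) and the adjusted p of camera with an estimated correlation 0.00464. Neither of the TM- arrays 3-1 named above was left out of this list test. A difference between experiments is argued against too, with -0.61 in experiment 3 (20 of 21 genes below 0) and -0.56 in experiment 4 (19 of 21), each beyond its spread (0.35 and 0.32). Fewer granulocytes in TM+ DCs of treated cultures cannot be told apart from the pattern, since their markers had an interaction of -0.31 with a spread of 0.51. Eosinophil markers had medians of -0.51 and -0.73 in experiments 3 and 4 (spreads 0.49 and 0.64). Those of mast cells and basophils had -0.43 and -0.13 (spreads 0.43 and 0.19). Fewer of these cells cannot be told apart from the pattern either. An action of sTM on sterol synthesis that depends on membrane TM may also be at work and was not tested apart from these. In unsorted DCs the medians of the cholesterol synthesis list with sTM were above 0. They were 0.17, 0.21 and 0.28 in experiments 1, 2 and 3, with 3, 5 and 2 of 21 genes below 0. Within experiment 1 the median was 0.30 in arrays 1-1 and 1-2 and 0.03 in arrays 1-3 and 1-4.

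Mitosis genes were higher in TM+ DCs, and their smallest median in any experiment was 1.21, which argues against a difference between experiments. Granulocyte precursors, which divide, in the TM+ fraction remain open. Granulocyte markers had a median of 0.44, and of the granule genes of precursors *Elane* and *Prtn3* were higher but *Mpo* and *Ctsg* did not pass the test. Some genes of mature granulocytes were lower, with *Mmp9* at -1.84, *Lcn2* at -0.81 and *Csf3r* at -0.67. The sort was for TM and used no marker of granulocytes, and faster division of TM+ DCs themselves may also account for it.

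On the arrays the mRNA of TM itself, *Thbd*, differed little between cells sorted for TM protein, by 0.24 (standard error 0.12, adjusted p = 0.12). Its log2 values lay between 5.65 and 6.92 on the sorted arrays, whose medians were 6.60 to 6.81. At such low intensity the arrays may understate a difference, and detection calls were not used here. The paper's qPCR value for *Thbd* is 1.61 (log2). Soluble TM bound to treated cells at sorting would make the difference larger in untreated cultures. It was 0.42 there (standard error 0.19) and 0.06 in treated cultures, and the interaction of -0.36 had an unadjusted p of 0.154 in limma, so that this explanation stays open at the precision of these arrays. The experiments went opposite ways, since with sTM *Thbd* differed by -0.81 in TM+ and -0.08 in TM- DCs in experiment 3, but by 0.38 and 0.10 in experiment 4. The sorting difference was called with array weights (0.50), after quantile normalization (0.31), without TM+ array 4-2 of the untreated cultures (0.32) and without experiment 4 (0.40, and 0.84 in untreated cultures), and a protein difference with little difference in mRNA may also be biological, which was not tested.

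The paper's text gives no results for the unsorted DCs, and gene lists moved there with sTM. Of the 34 lists 3 passed fry. MHC class II genes had a median of 0.19 (camera, adjusted p = 0.000269, fry, adjusted p = 0.0354) and medians of 0.23, 0.07 and 0.28 in experiments 1, 2 and 3. Chemokines had -0.17 (camera, adjusted p = 2.58e-07, fry, adjusted p = 0.0354) and -0.18, -0.13 and -0.06 in the same experiments, with 4 of the genes lower when adjusted over the list alone. MHC class I genes had -0.071 (camera, adjusted p = 0.00915, fry, adjusted p = 0.0354) and -0.09, -0.18 and -0.04. With an estimated correlation none of them passed camera (adjusted p = 0.0858 for each). In experiment 1 arrays 1-1 and 1-2 stand apart from 1-3 and 1-4 in both groups, and the medians were 0.29 and 0.05 in these parts for MHC class II genes, -0.19 and -0.07 for chemokines and -0.06 and -0.08 for MHC class I genes. No single gene was called by limma without a replicate block (0 higher and 0 lower, against 389 and 551 at an unadjusted p under 0.05). With 0 called the splits of the arrays say nothing about chance, but another split called 226 genes, which points to a structure of the samples apart from treatment. At an unadjusted p under 0.05, 33 of 100 splits, the true one included, called as many (935 in the fit used for the splits, at most 4896 in the others), and chance cannot be excluded for that number. With the replicate block 11 genes were higher and 42 lower. Treatment was exchanged within same-numbered pairs, and of 100 such assignments 2, the true one included, called as many as these 53. The other one called 105, and exchanges of single pairs part replicate arrays that the true labels keep together. Chance is therefore not excluded for this number at the adjusted threshold. The exchange with 105, that of pair 1-4, was put among the 100 by hand after all had been run. At an unadjusted p 5 of 100 called as many, the true one included (2299, at most 2959 in the others), so that chance is not excluded there either.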

How the results depend on the processing

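The list tests of the interaction, those without TM- array 3-2 and the parts of experiment 1 were added after the data had been seen, and the other alternatives were planned. Where a result changed, the cause was not tested, except that fewer arrays or experiments carry less information by construction.

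Between TM+ and TM- DCs 3709 genes were higher and 3729 lower. Of these 7438 calls 7346 were shared with the fit that has experiment as a fixed factor, 6978 with the replicate block and 4827 with no experiment term, 0 of them with the opposite sign. No other of 100 splits of the arrays called as many (7460 in the fit used for the splits, at most 2344 in the others). This argues against chance, although the splits part replicate arrays that the true labels keep together. The lower genes were 2172 with no experiment term, 7174 after centring on the 75th percentile, 6731 with array weights and 985 without experiment 4, and the higher ones 1484 without experiment 4. Leaving out 1 array gave 3256 to 4026 higher and 2714 to 5201 lower. The other alternatives stayed within 1.5 times the count.

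In untreated cultures the 2623 higher and 1582 lower genes became 1547 and 872 with no experiment term, 5158 and 4764 with array weights, and 753 and 562 without experiment 4, and 2730 were lower without experiment 3. Single arrays left out gave 1814 to 2965 higher and 1092 to 2003 lower. In sTM-treated cultures the 2311 higher and 2481 lower became 1261 and 1035 with no experiment term, 3750 and 3750 with array weights, and 1136 and 768 without experiment 4. Single arrays gave 1732 to 2614 higher and 1608 to 2811 lower, the 1608 without TM+ array 4-1 of the sTM-treated cultures.

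With treatment 2 genes were higher and 1 lower in sorted DCs. These counts became 83 and 29 with experiment as a fixed factor, 8 and 5 with the dim filter, 7 and 5 after quantile normalization, 848 and 992 with array weights, 59 and 26 without experiment 3, 305 and 149 without experiment 4, and 43 and 18 with the mixed model per transcript. With no experiment term 1 was higher, and with all transcript clusters 1. After centring on the 75th percentile 3 were lower, and with trend and robust moderation 3. Of 100 splits of the arrays 2, the true one included, called as many as the 3 genes of the main fit. The other one called 27, which points to a structure of the samples. The splits part replicate arrays that the true labels keep together, so chance is not excluded by them. At an unadjusted p under 0.05, 17 of 100 splits, the true one included, called as many (1617, at most 3156 in the others). Leaving out 1 array gave 1 to 6 higher and 1 to 12 lower. TM+ DCs of sTM-treated cultures had the most effect, with 6 higher and 3 lower without array 4-2 and 5 and 12 without array 4-1. A single gene was higher without array 3-1 or 3-2 of TM+ treated, TM+ untreated or TM- untreated DCs, or without TM- untreated array 4-1. The lower genes were 3 without TM+ untreated array 4-2, and 2 without TM+ untreated array 4-1 or TM- untreated array 3-2.

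For the interaction 2 genes were called, 4 with experiment as a fixed factor, 1 with no experiment term, 1 with all transcript clusters, 341 with array weights, 1 without experiment 2, 300 without experiment 3 and 231 without experiment 4. Leaving out 1 array gave 1 to 18, with 18 without TM+ treated array 4-1, 5 without TM+ treated array 4-2, and 4 without TM- treated array 3-2 or TM+ untreated array 4-2. It gave 1 without any of TM+ treated arrays 2-1, 2-2, 3-1 and 3-2, TM+ untreated arrays 3-1, 3-2 and 4-1, and TM- untreated arrays 3-2, 4-1 and 4-2.

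In unsorted DCs 0 genes were called. After centring on the 75th percentile 1 was lower and with array weights 4, and leaving out 1 array gave 0 to 0 higher and 0 to 5 lower, 1 without untreated array 1-4 and 5 without treated array 1-4.

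Array numbers are shared between groups, and whether they pair the arrays was checked from the correlation of their deviations. Over 0.1 were 2 of 5 pairs of TM+ and TM- arrays (-0.249 to 0.306), 2 of 4 pairs of untreated and treated sorted arrays (0.0872 to 0.403) and 5 of 6 of the unsorted ones, a mirrored pair counted once (0.564 to 0.746 in experiment 1, 0.0257 in 2 and 0.133 in 3). Not every pair passed 0.1, so the number was not taken as a pairing. In experiment 1, where all 4 pairs passed, 5 of 8 arrays correlated best with their own number and the other 3 with another of the same part (1-1 and 1-2, or 1-3 and 1-4). With the replicate block 26 genes were higher and 4 lower with treatment, 1 was called for the interaction, and 11 were higher and 42 lower in unsorted DCs. With each culture as a block 0 were called for the interaction by limma (1146 at an unadjusted p under 0.05). The counts of sorting stayed within 1.5 times under either block.

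Above the 95th percentile of the highest permuted PWF were 1130 transcripts for sorting, 3 for treatment and 1 for the interaction, and 1797, 12 and 1 with permutation within experiments, 966, 5 and 0 without experiment 2, 689, 1 and 0 without 3, and 270, 3 and 5 without 4. By PWF the treatment term had 61 leading ranks above the permuted 95th percentile of each rank, 127 with treatment first, 119 with experiment as a fixed factor, 267 with permutation within experiments, and 409, 3 and 973 without experiments 2, 3 and 4. The interaction had 1, and 2, 4, 0, 0 and 81 under the last 5 of these. In the clustering 0 arrays lay in the other fraction's branch, and 9 did over all transcript clusters.

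Past camera were 18 lists for sorting, 0 with an estimated correlation, 28 with fry and 17 without TM- treated array 3-2. For treatment 17 lists passed, 1 with an estimated correlation, 6 with fry, 10 without experiment 3, 4 with CERNO and 16 without that array. For the interaction 16 passed, 1 with an estimated correlation, 2 with fry, 7 with CERNO and 14 without that array. In unsorted DCs 17 passed, 0 with an estimated correlation and 3 with fry. Reversed were the interferon-stimulated genes with treatment without experiment 3 (adjusted p = 2.83e-09, range over alternatives 1.17e-54 to 0.352), the interaction of the list of DNA replication and G1/S without experiment 4 (adjusted p = 0.00366, range 4.90e-16 to 1.00), and the sorting effect on *F2r*, at -0.0097 without experiment 4. Medians of 6 of the 34 lists for sorting changed sign with the scaling, those of arachidonic acid metabolism, COPI and COPII, mast cells, plasmacytoid DCs, T and NK cells and the unfolded protein response.

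The 194 named genes had 228 values and 7512 alternative values, of which 7165 kept direction and side of the threshold, 269 lost the call, 77 gained one and 1 reversed. Of values that were not called, 89 changed sign. Signal over background limits the genes of low intensity, for which detection calls were not used here. The dim filter kept 14953 genes.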

Differences from the paper's values

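The correlations without IL-10 and the second cluster of *Fdft1* were chosen after seeing the values, and the other alternatives below were set before the data were examined.

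For *Cd86* in Table 1 the signed fold between TM+ and TM- DCs was -1.57 within sTM-treated cultures, and the paper's is -1.28. The mean of all clusters of the gene gave the same value and is no separate check. The difference does not hold for the mean of untreated and treated cultures (-1.29) nor within untreated cultures (-1.05). A gene counts as different if its log2 gap from the paper's value exceeds the SD of the differences between array pairs. With the mean of untreated and treated cultures 0 of the 16 genes of Table 1 differed, and within sTM-treated cultures 1 did. *Il6*, at -2.89 within sTM-treated cultures against the paper's -6.1, did not count, since its SD was 1.83. The largest log2 gap was 0.12 with the mean of cultures (median 0.03) and 1.08 within sTM-treated cultures (median 0.22). The paper's array values thus lie nearer to the mean of cultures.

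The R2 of array and qPCR values was 0.450 over 13 genes, and the paper's R2 is 0.79. With the mean of untreated and treated cultures it was 0.529, which is within the limits set for a difference. Without IL-10, chosen after seeing the values, it was 0.690 over 12 genes, and 0.821 with the mean of cultures, which drops 1 of the paper's genes. The paper's own array and qPCR folds of Table 1 gave 0.512 over the same 13 genes, and 0.808 over the 12 without IL-10, which is within those limits.

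Among directions, the paper describes *Ptges2*, *Ptges3*, *Ptgs2* and *Alox12* as reduced in TM+ DCs. *Ptgs2* and *Alox12* were lower, at -3.17 and -1.15, but *Ptges2* was at 0.04 and not past the test, and *Ptges3* was higher, at 0.58, though not called with no experiment term or without experiment 4. *Ptges*, another prostaglandin E synthase, was lower, at -3.08. In its results the paper describes the mRNA of each adducin as increased, and in its discussion that of adducin-γ (*Add3*). *Add3* was higher, at 1.75, but *Add1* at 0.13 and *Add2* at -0.13 did not pass the test. *Add1* was called higher with array weights (0.25), with the mixed model per transcript (0.13) and without TM- untreated array 3-1 (0.16), and *Add2* was called lower after centring on the 75th percentile (-0.21). Of the thrombin receptors the paper names PAR-3 alone as altered. *F2rl2* was higher, at 0.88, and *F2r* (PAR-1) passed the test as well, at 0.40, but not without experiment 4.

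The genes that the paper shows as examples of treatment or interaction effects, apart from *Alox15* for sorting, did not pass limma's test over all genes. *Copa* was called for treatment with the mixed model per transcript (-0.17) and with array weights (-0.21). *Serpinb8* was called for the interaction with array weights (0.95) and without experiment 4 (2.01). *Fdft1* was called for treatment with array weights (-0.33). The cluster of *Fdft1* tested is not the one in Table S1B, which ranked 15 by the PWF of treatment and 6 by that of the interaction. In limma over all transcript clusters that one did not pass either, at -0.53 for treatment (adjusted p = 0.136) and -0.76 for the interaction (adjusted p = 0.523).

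All 16 array genes of Table 1 and all 5 of Table 3 had the paper's direction, and 0 of 5 in Table 3 and 0 of 200 PWF values in Table S1 differed. The highest PWF of the sorted term was 806.007, and the paper's is 806.002.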

Other observations

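The comparisons here were planned, apart from the interaction of gene lists and the parts of experiment 1, which were tested after the data had been seen.

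Genes of energy and lipid metabolism differed between TM+ and TM- DCs. Of 42 genes of oxidative phosphorylation 23 were higher and 0 lower (25 and 0 when adjusted over the list alone), with a median of 0.25 (camera, adjusted p = 1.15e-08, and adjusted p = 0.177 with an estimated correlation). *Ndufs1* and *Ndufs8* of complex I had 0.64 and 0.61, and 15 genes of the list were higher after centring on the 75th percentile and 15 after quantile normalization. Of 21 genes of cholesterol synthesis 16 were higher and 0 lower over all genes and when adjusted over the list alone, with a median of 0.38 (camera, adjusted p = 2.45e-07, and adjusted p = 0.147 with an estimated correlation). *Dhcr7*, the last enzyme of the pathway, had 0.94, and under the same scalings 10 and 10 genes were higher. The difference lay mostly in untreated cultures, with *Cyp51* at 1.66, *Idi1* at 0.98 and *Hmgcs1* at 0.79, while in sTM-treated cultures these were at 0.21, -0.20 and -0.26 and 8 of the 21 genes lay below 0. Of 18 genes of glycolysis 3 were higher and 7 lower (3 and 9 when adjusted over the list alone), with a median of -0.18 (camera, adjusted p = 0.0763). *Eno2* and *Pfkfb3* had -1.75 and -1.45. Of 25 genes of the unfolded protein response 8 were higher and 5 lower (8 and 7 when adjusted over the list alone), with a median of 0.00 (camera, adjusted p = 0.38). *Atf3* had -1.67 and *Asns* 1.36.

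Other genes of immune responses moved both ways between TM+ and TM- DCs. Of 27 anti-inflammatory mediators 7 were higher and 10 lower (8 and 11 when adjusted over the list alone), with a median of -0.06 (camera, adjusted p = 0.716). *Tnfaip3*, a brake on NF-kB, had -1.58, *Hmox1* -1.41, *Socs3* -1.37 and *Tgfb3* 1.40. Of 31 genes of Toll-like receptor signalling 12 were higher and 11 lower (12 and 12 when adjusted over the list alone), with a median of -0.00 (camera, adjusted p = 0.914). *Tlr8* had 2.08, *Ly86* 0.89, *Irak3* -1.33 and *Tlr1* -1.24. Of 15 genes of MHC class I presentation 1 was higher and 6 lower over all genes and when adjusted over the list alone, with a median of -0.16 (camera, adjusted p = 0.157). *H2-Q4* had -1.40, *Tap1* -0.74, *Psme2* -0.54 and *Erap1* 0.56. Of 19 chemokine receptors 4 were higher and 5 lower (4 and 6 when adjusted over the list alone), with a median of -0.15 (camera, adjusted p = 0.679). *Ccr4* had -2.60 and *Ccrl2* -1.99. CERNO on PWF ranks, which leaves direction out, passed for Toll-like receptor signalling (adjusted p = 0.000903), chemokine receptors (adjusted p = 0.00113) and anti-inflammatory mediators (adjusted p = 0.014) and not for MHC class I (adjusted p = 0.43).

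Marker genes of several cell types were compared between TM+ and TM- DCs as well. Of 19 markers of conventional DCs 8 were higher and 5 lower over all genes and when adjusted over the list alone, with a median of -0.03 (camera, adjusted p = 0.38). *Kmo*, *Itgae*, *Clec10a* and *Mgl2* had 2.06, 1.84, 1.48 and 1.40. Of 9 markers of plasmacytoid DCs 1 was higher and 2 lower over all genes and when adjusted over the list alone, with a median of 0.00 (camera, adjusted p = 0.743). *Bst2* had -1.29 and *Tcf4* -0.72. Of 16 markers of mast cells and basophils 3 were higher and 2 lower over all genes and when adjusted over the list alone, with a median of 0.00 (camera, adjusted p = 0.704). *Hdc* had -2.51, *Cd200r3* 1.73 and *Mcpt2* 1.67. Of 13 markers of stromal and endothelial cells 0 were higher and 5 lower over all genes and when adjusted over the list alone, with a median of -0.22 (camera, adjusted p = 0.0145, and adjusted p = 0.302 with an estimated correlation). *Dcn* had -1.73 and *Kdr* -0.99. Of 13 markers of erythroid cells and megakaryocytes 1 was higher and 2 lower (1 and 1 when adjusted over the list alone), with a median of -0.12 (camera, adjusted p = 0.222). *Itgb3* had -1.70 and *Itga2b* 0.38. Of 11 markers of B cells 0 were higher and 2 lower (0 and 1 when adjusted over the list alone), with a median of -0.13 (camera, adjusted p = 0.137). *Blnk* had -2.60. Of 16 markers of T and NK cells 0 were higher and 1 lower (0 and 0 when adjusted over the list alone), with a median of -0.03 (camera, adjusted p = 0.914). *Cd5* had -0.16.

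Among other genes that the paper names, the integrins *Itgam* (CD11b) and *Itgax* (CD11c) were higher in TM+ DCs, at 0.33 and 0.28, and *Ptprc* (CD45) was at 0.14 (standard error 0.07, adjusted p = 0.0948). *Cdh1*, E-cadherin, was higher, at 2.19 (standard error 0.15, adjusted p = 7.85e-10), and *Ly75* (DEC-205) lower, at -1.04 (standard error 0.11, adjusted p = 1.53e-07). The T cell genes *Cd4* and *Cd8a* were at -0.01 and -0.11 and did not pass the test. *Mapk14* (p38) was higher, at 0.80, and *Map2k1* and *Smad3* were lower, at -0.47 and -0.42. *Map2k2* (-0.11), *Smad5* (0.09), *Smad1* (-0.15) and *Rb1* (-0.13) did not pass the test, although *Smad1* was called lower after either scaling. *Serpinb1a* was higher, at 0.53 (standard error 0.17, adjusted p = 0.0193). *Actb*, at 0.15 (standard error 0.07, adjusted p = 0.092), was called after quantile normalization (0.14). *Cxcr4* and *Tnf*, averaged over untreated and treated cultures, were at -0.31 and -0.44 and did not pass the test. *Klkb1*, *F2rl1*, *Mapk3* and *Gapdh* were not analysed here.

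Interferon-stimulated genes had the largest list shift in unsorted DCs with sTM. Their median was -0.52 over 30 genes (camera, adjusted p = 4.84e-28, with an estimated correlation adjusted p = 0.0858, fry, adjusted p = 0.0519), with 15 lower when adjusted over the list alone and 0 over all genes. It was -0.61, -0.55 and -0.14 in experiments 1, 2 and 3. Within experiment 1, whose arrays 1-1 and 1-2 stand apart from 1-3 and 1-4, it was -1.09 in the first 2 pairs and -0.16 in the others. Mitosis genes had a median of 0.31 with sTM (camera, adjusted p = 2.58e-07, with an estimated correlation adjusted p = 0.596), and 0.39, 0.03 and 0.48 in these experiments, with 0.77 and -0.01 in these parts of experiment 1. Granulocyte markers, whose median was -0.20 with sTM in sorted DCs, had one of 0.21 over 22 genes in unsorted DCs (camera, adjusted p = 0.000108, with an estimated correlation adjusted p = 0.314), and 0.21, 0.05 and 0.31 in these experiments (0.32 and 0.11 in the parts of experiment 1), with 0 lower and 0 higher when adjusted over the list alone.

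For the interaction in sorted DCs, mitosis genes had a median of -0.60 (camera, adjusted p = 8.21e-14, with an estimated correlation adjusted p = 0.419) and MHC class II genes one of -0.35 (camera, adjusted p = 0.000328, with an estimated correlation adjusted p = 0.281, fry, adjusted p = 0.0163). Within experiments 3 and 4, which hold all 4 groups, the medians were -0.17 and -0.28 for mitosis genes and -0.38 and -0.33 for MHC class II genes. The fit also draws on experiment 2, which has treated sorted DCs only, and its value for mitosis genes lies beyond both.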
